# Cancer co-opts differentiation of B-cell precursors into macrophage-like cells

**DOI:** 10.1038/s41467-022-33117-y

**Published:** 2022-09-14

**Authors:** Chen Chen, Bongsoo Park, Emeline Ragonnaud, Monica Bodogai, Xin Wang, Le Zong, Jung-Min Lee, Isabel Beerman, Arya Biragyn

**Keywords:** Immunosurveillance, Tumour immunology, Monocytes and macrophages, Gene regulation in immune cells

## Abstract

We have recently reported that some cancers induce accumulation of bone marrow (BM) B-cell precursors in the spleen to convert them into metastasis-promoting, immunosuppressive B cells. Here, using various murine tumor models and samples from humans with breast and ovarian cancers, we provide evidence that cancers also co-opt differentiation of these B-cell precursors to generate macrophage-like cells (termed B-MF). We link the transdifferentiation to a small subset of CSF1R^+^ Pax5^Low^ cells within BM pre-B and immature B cells responding to cancer-secreted M-CSF with downregulation of the transcription factor Pax5 via CSF1R signaling. Although the primary source of tumor-associated macrophages is monocytes, B-MFs are phenotypically and functionally distinguishable. Compared to monocyte-derived macrophages, B-MFs more efficiently phagocytize apoptotic cells, suppress proliferation of T cells and induce FoxP3^+^ regulatory T cells. In mouse tumor models, B-MFs promote shrinkage of the tumor-infiltrating IFNγ^+^ CD4 T cell pool and increase cancer progression and metastasis, suggesting that this cancer-induced transdifferentiation pathway is functionally relevant and hence could serve as an immunotherapeutic target.

## Abstract (web summary)

The tumour microenvironment has been shown to change the phenotypes and functionality of immune cells to enable tumour propagation. Here authors show that cancers can derail B cell development to give rise to macrophage-like cells, contributing to cancer progression and metastasis via disabling local T cell response.

## Introduction

The role of B cells in cancer remains poorly understood, as their presence is positively and negatively associated with the disease outcome. Even in the same murine tumor models, different types of B cells promote or retard cancer escape, thereby affecting the progression of B16-F10 melanoma in C57BL/6 mice^1,2^ and lung metastasis of orthotopic 4T1 breast cancer cells in BALB/c mice^3,4^. At least some cancer-promoting functions of B cells can be attributed to their regulatory subsets, such as TGFβ^+^ CD25^+^ Bregs (tBregs), which support lung metastasis by inducing FoxP3^+^ Tregs or educating MDSCs via targeting TGFβRII^5,6^. The generation and activation of B cells and Bregs, in turn, is regulated by cancer-secreted factors, such as B lymphocyte stimulator (BLyS/BAFF), thymic stromal lymphopoietin (TSLP), colony-stimulating factors (M-CSF, GM-CSF, and G-CSF), and lipid mediators such as 5-lipoxygenase (5-LO) metabolites^5,7–11^. For example, we recently reported that cancer remotely downregulates CXCR4 and α4β1 integrin on pro-B and pre-B cells in the bone marrow (BM) using TSLP to cause their premature emigration and accumulation in the spleen^11^. It is to convert these cells into tBregs by targeting PPARα signaling with 5-LO metabolites^8^. We also found that TSLP from cancers prepares the metastasis “soil”, such as inducing expression of CCL17 in the lungs to recruit CCR4^+^ cancer cells and their protector CCR4^+^FoxP3^+^ Tregs and Th2-skewed CD4^+^ T cells^7,12^. Cancer-secreted or induced M-CSF and GM-CSF promotes differentiation and survival of cancer-promoting myeloid suppressive cells and tumor-associated macrophages (TAM) from BM monocytes^9,10^. However, their role in the differentiation of lymphocytes remains poorly understood. Although bifurcation of myeloid and lymphoid lineage from multipotent progenitors occurs before specialization of B-cell progenitors in BM and monocytes give rise to macrophages, B-cell precursors appear to retain the macrophage-differentiation potential, as they can transdifferentiate into macrophages after forced expression or deletion of single transcription factors^13,14^. In naïve mice, a small subset of biphenotypic pro-B cells (CD19^+^B220^+^CD16/32^++^CD11b^+^) with non-rearranged B-cell receptor (BCR) genes is recently reported to acquire macrophage phenotypes, albeit at very low levels^15^. The biological consequence of this rare event and whether cancers affect the B-cell-to-macrophage transdifferentiation remain unknown.

Here, we report that cancers transdifferentiate the bona fide BM B-cell precursors, including Csf1R^+^Pax5^Low^ pre-B and immature IgM^+^ B cells, into TAM (termed B-MF) using M-CSF. Unlike monocyte-derived TAM^10^, cancers use B-MF to mediate escape and metastasis via suppressing antitumor IFNγ^+^CD4^+^ T cells. This does not appear to be a mouse-specific phenomenon, as B-MF-like cells and their transcriptional signature can be detected in patients with breast and ovarian cancers and in published scRNA sequence data of human cancers.

## Results

### TAM expresses B-cell markers

We previously reported that some cancers mobilize BM B-cell precursors in the spleen^11^ to convert them into TGFβ^+^ tBregs^5,6,8^. Microarray transcription profiling of these B cells in the spleen of BALB/c mice with orthotopic 4T1.2 breast cancer (a model for human triple-negative breast cancer^16^) surprisingly revealed significant upregulation of macrophage-associated genes, such as *CD68*, *Csf1r* (encodes CSF1R), *Cebpb* (CCAAT Enhancer binding protein beta), *Cebpg* (CCAAT Enhancer binding protein gamma), *Ccl2* (CCL2), and *Csf1* (M-CSF) (Fig. 1a). Given that CEBPB and CSF1R play essential roles in defining macrophage fate^13,17^ and that the biphenotypic B-cell progenitors and B1 B cells can generate macrophages in mice^15,18^, we tested whether cancer induces the macrophage-like cells from pre-B cells by FACS evaluating tumor-infiltrating CD19^+^ B cells (TIB) and macrophages (TAM, based on F4/80^+^CD11b^+^)^19^ in B-cell sufficient (WT) and deficient BALB/c mice (μMT, where B cells do not differentiate beyond pro-B cells^20^) with 4T1.2 cancer. WT mice contained small numbers of F4/80^+^CD11b^+^ TIB and CD19^+^ and CD79a^+^ TAM, which were almost undetectable in μMT mice (Fig. 1b, gating strategy is in Supplementary Fig. 1a). Compared with CD79^−^ TAM (presumably bona fide macrophages), the CD79^+^ TAM expressed CD20, IgM, and IgD and significantly upregulated F4/80, CD11b, CD206, IL4Rα, and binding to Filipin (a fluorescent polyene antibiotic that detects cellular free cholesterol^21^) (Supplementary Fig. 1a, b). These cells (hereafter referred to as B-MF) were also found in primary tumors of C57BL/6 mice with s.c. MC38 colon cancer and in the tumor microenvironment (peritoneum) of mice with spontaneous ovarian Mogp cancer, but again were almost lost in μMT and J_H_T mice (Fig. 1c and Supplementary Fig. 1c–f), where B cells cannot differentiate beyond pro-B cells^20,22^. Immunohistochemistry staining for CD19 and CD68 (a marker of macrophages and mononuclear phagocytes^23^) also revealed a small number of CD19^+^ cells within CD68^+^ myeloid cells and clusters of CD19^+^ B cells in the primary tumors of WT mice with 4T1.2 and MC38 cancers (Fig. 1d and Supplementary Fig. 1g, h). We also evaluated B-MF in Mb1-Cre/Rosa-EYFP crossed (Mb1-EYFP) mice with or without peritoneal ID8 ovarian cancer, where Mb1-dependent Cre-recombinase causes B-cell-exclusive expression of EYFP (enhanced yellow fluorescent protein)^24^. Compared with tumor-free Mb1-EYFP (naïve) mice, the peritoneum of ID8 cancer-bearing mice was significantly enriched in B2 B cells and B-MF expressing EYFP (Fig. 1e, f and Supplementary Fig. 2a, b). The B-MF also upregulated the expression of CD274 and TGFβ/LAP (Supplementary Fig. 2c), two immunoregulatory factors^5,25,26^. In contrast, regardless of the tumor-bearing or naïve states of mice, these cells were only present at a small frequency in the spleen and LN (Supplementary Fig. 2a, b). In sum, we concluded that B-MF are derived from B cells, which cancer either expands, or de novo differentiates in the tumor microenvironment.

**Fig. 1:**
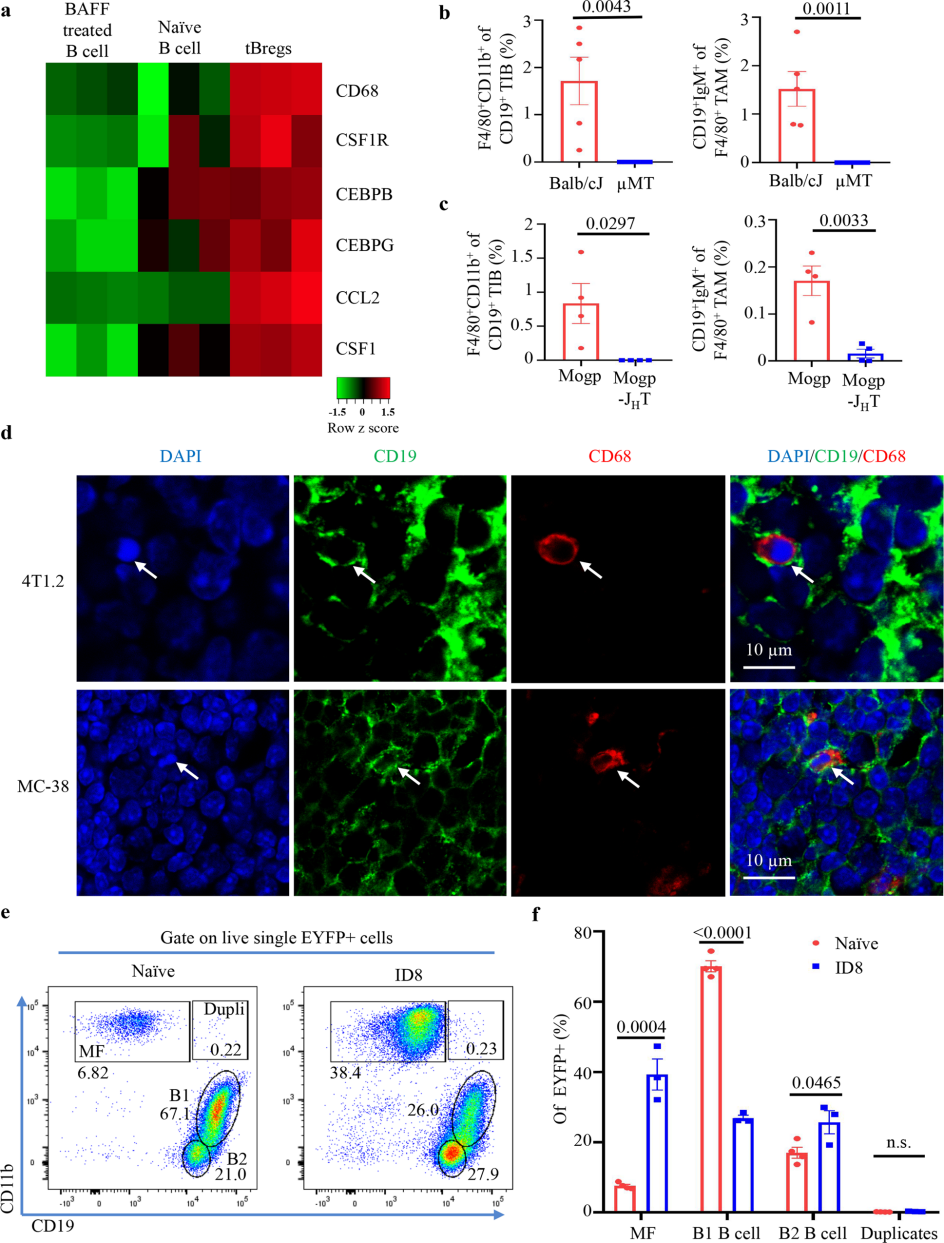
B-cell and macrophage marker co-expressing cells present in the TIB and TAM from cancer microenvironment. **a** mRNA microarray heatmap showing macrophage-specific gene expression in tBregs as compared with naïve or BAFF-treated B cells from spleen (*n* = 3 mice). Scale bar is for expression z-score. **b**, **c** FACS staining frequency (Mean ± SEM) of expression of macrophage (MF, F4/80^+^CD11b^+^) and B-cell (CD19^+^IgM^+^) surface markers in, respectively, TIB and TAM from the primary tumors of BALB/CJ and µMT mice with orthotopic 4T1.2 breast cancer (*n* = 5 for BALB/CJ, *n* = 6 for µMT **b**), and in the peritoneum of C57BL/6 and J_H_T mice with Mogp cancer (Mogp and Mogp-J_H_T, respectively, *n* = 4, **c**). *P-*values in **b** (*P* = 0.0043 and *P* = 0.0011 are for indicated cells in BALB/CJ vs µMT) and **c** (*P* = 0.0297, *P* = 0.0033 are for indicated cells in Mogp vs Mogp-J_H_T) were calculated using two-tailed unpaired *t-*test. Gating strategy is shown in Supplementary Fig. 1a. **d** Representative immunohistochemistry staining of primary tumors from BALB/c and C57BL/6 mice with 4T1.2 breast cancer (upper panel) and MC38 colon cancer (lower panel) detects CD19^+^CD68^+^ cells withing B cells (CD19^+^) and myeloid phagocytes (CD68^+^, *n* = 3 mice per group). Scale bar is for 10 μm. **e**, **f** ID8 cancer-bearing MB1-EYFP mice significantly increase MB1-EYFP^+^ cells in the peritoneum with ID8 cancer as compared to that of naïve EYFP mice. Representative FACS plot and Mean frequency ± SEM (*n* = 3 mice) of MF, B1 B cells (B1) and B2 B cells withing EYFP cells are shown in **e** and **f**, respectively. *P*-values in **f** were calculated using two-tailed unpaired *t*-test (MF *P* = 0.0004; B1 B cell *P* < 0.0001; B2 B cell *P* = 0.0465 Naïve vs ID8). Consistent with marked loss of CD19 in B-MF, only negligible frequency of CD19^+^F4/80^+^CD11b^+^EYFP^+^ cells (Dupli or duplicates) are detected in both naïve and ID8 cancer-bearing mice. Results in **b**, **c**, and **e** were ind**e**pendently reproduced at least three times. From here on, Error bars are for SEM.

### Cancer induces B-cell transdifferentiation

Because B-MF could be misinterpreted as trogocytosis or cell fusion^27,28^, we performed a series of B-cell differentiation experiments using highly FACS-purified CD19^+^B220^+^ B cells (Lin^−^, >99% purity, Supplementary Fig. 3a) from BM of naïve mice. The cells were cultured in a conditioned medium (CM) of 4T1.2 cancer cells (4T1.2-CM) to FACS-evaluate surface expression of B-cell and macrophage markers. B cells gradually became CD11b^+^F4/80^+^ while downregulating CD19 and some CD79a expression by 7–8 days of incubation in 4T1-CM (Fig. 2a, b and Supplementary Fig. 3b). After 14-day culture, the cells remained IgM^+^CD11b^High^F4/80^High^ but further decreased CD19 and CD79a (Supplementary Fig. 3c). From here on, to capture these cells in “transition”, we used 7-day incubation for experimental timepoints, unless specified otherwise. To further examine these cells, we performed single-cell Imagestream FACS analysis and confirmed the Mb1-EYFP^+^/CD79^+^ cells expressed CD20, F4/80, and CD11b and were larger in size than bona fide B cells (Fig. 2c and Supplementary Fig. 3d). B-MF also acquired additional macrophage features, such as the ability to adhere to plastic and phagocytize fluorochrome-labelled *E. coli* (Supplementary Fig. 3e). By culturing FACS-purified B-cell subsets in 4T1.2-CM, we linked the B-MF generation to BM B-cell precursors and immature IgM^+^ B cells (collectively termed as BMBP), but not to peripheral B cells in naïve mice, including splenic transitional, follicular (FOB), or marginal zone (MZB) B cells (Fig. 2e, f; Supplementary Fig. 3f; gating strategy in Supplementary Fig. 3g). Similarly, CM from almost every type of cancer cells, except B16-F10 melanoma, induced the generation of B-MF from naïve mouse BMBP and the immortalized 70z/3 pre-B-cell line after 7 and 30 days of culture, respectively (Fig. 2g and Supplementary Fig. 3h–k). B cells cultured in the control cRPMI medium did not generate B-MF (Fig. 2d, g). To rule out trogocytosis/cell fusion, we performed in vitro and in vivo B-MF conversion assays using CD45.1 or CD45.2 alloantigen-expressing C57BL/6 mice. First, we cultured a mixture of FACS-purified EYFP^+^ BMBP from CD45.2^+^ mice and BM monocytes from CD45.1^+^ mice in 4T1.2-CM for 7 days to generate B-MF and monocyte-derived macrophages (Mo-MF). While a small fraction (1–3%) of cells co-expressed CD45.2 and CD45.1 (presumably a result of trogocytosis or cell fusion), the majority of B-MF and Mo-MF only expressed their parental single alloantigen, CD45.2 or CD45.1 (Fig. 2h and gating strategy and purity, Supplementary Fig. 4a, b), implying they were not derived from trogocytosis/cell fusion. To confirm this conclusion in vivo, we transferred FACS-purified EYFP^+^ BM B cells from naïve CD45.2^+^ mice into the peritoneum of CD45.1^+^ mice with a 21-day-old ID8 tumor (Fig. 2i). After 7 days, FACS analysis of the transferred cells revealed that only a very small fraction of them co-expressed CD45.1 and CD45.2/EYFP (presumably due to trogocytosis/cell fusion), while the majority of EYFP^+^ B-MF did not express CD45.1 (Fig. 2i, j and Supplementary Fig. 4c). Taken together, we concluded that cancer generates TAM by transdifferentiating BMBP in addition to their hitherto known source, monocytes^10^.

**Fig. 2:**
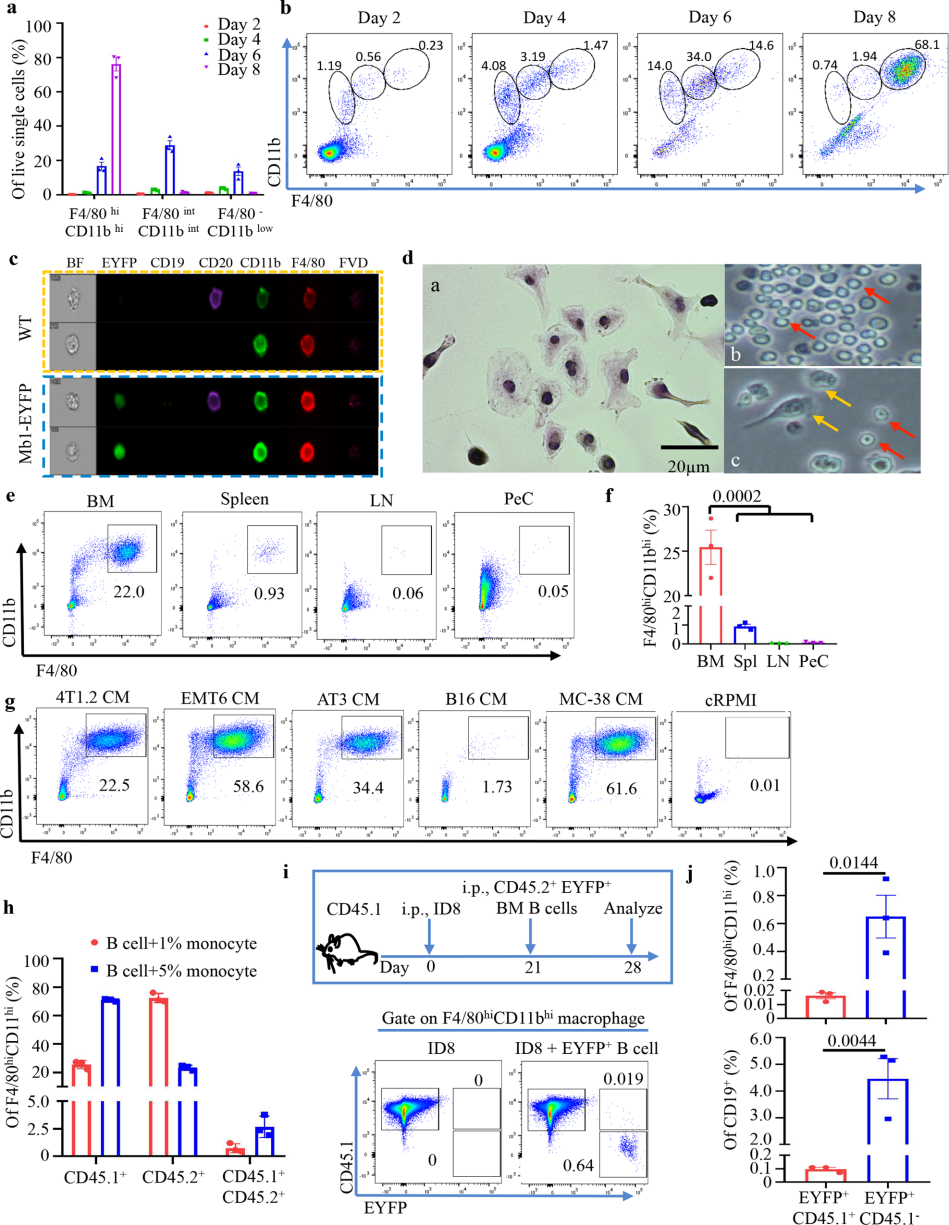
Cancer induces differentiation of macrophages from BM B cells. **a**, **b** 4T1.2-CM cause transdifferentiation of BM B cells. Mean frequency ± SEM of FACS staining (**a** *n* = 3 mice; and **b** representative FACS plots) to show gradual upregulation of macrophage markers in indicated gates (circles, b) after culture in 4T1.2-CM. Representative Imagestream (**c**) and Giemsa staining (**d**) images of in vitro-generated B-MF from naïve WT (**c**, **d**) and Mb-EYFP^+^ mice (bottom panel, **c**) showing co-expression of B-cell and MF markers (**c**), larger size and adherence to plastic (**d**). Red and Yellow arrows are for nonadherent B cells and adherent B-MF, respectively (bright light images, **d**). Scale bar is of 20 μm. **e**, **f** B-MF are generated from BM B cells. Representative FACS plot (**e**) and quantification (Mean frequency ± SEM, **f**, *n* = 3 mice, *P* = 0.0002 BM vs spleen, LN and PeC) of F4/80^hi^CD11b^hi^ B-MF converted from BM, spleen, inguinal LN, and PeC B cells of naïve BALB/c mice as in **e**. **g** Unlike control CM (B16-F10 cells or cRPMI), CM of indicated cancer cells induce the generation of B-MF from BM B cells. Numbers are for % of gated cells (B-MF, see Supplementary Fig. 3h for quantification results). **h**–**j** The B-MF generation is not a result of trogocytosis. **h** Frequency of CD45 isoforms from in vitro differentiation of BM CD45.2^+^ (EYFP^+^) B cells mixed with CD45.1^+^ monocytes (1% and 5%). *Y*-axis is for Mean frequency ± SEM of EYFP^+^/CD45.2^+^ and EYFP^−^/CD45.1^+^ cells within F4/80^+^CD11b^+^ cells, respectively (*n* = 3 mice, gating strategy in Supplementary Fig. 4a, b). **i** Schema of in vivo conversion of CD45.2^+^ (EYFP^+^) B cells in PeC of CD45.1^+^ mice with 21-day peritoneal ID8 tumor, and representative FACS plot (gaiting strategy is in Supplementary Fig. 4C). **j** Quantification of CD45.2 and CD45.1-expressing CD19^+^ (*P* = 0.0044) and F4/80^+^CD11b^+^ (*P* = 0.0144) cells (Mean frequency ± SEM, *n* = 3 mice). *P*-values in **f** and **j** were calculated using two-tailed unpaired *t*-test. Results were independently confirmed at least three times (**a/b**, **e**/**f**, and **g**) and twice (**c**, **d**, **h**, and **j**).

### B-MF transcription profiles are distinct from Mo-MF

To understand the nature of these B-MF, we compared their phenotypes to that of Mo-MF (generated in 4T1.2-CM, as described above). While both B-MF and Mo-MF highly upregulated F4/80 and CD11b but not DC and granulocyte markers (Supplementary Fig. 5a), adhered to plastic, showed similar cell size as peritoneal macrophages (Supplementary Fig. 5b), only B-MF expressed the B-cell-specific markers (CD79a and IgM, Fig. 3a, b and Supplementary Fig. 5c). 

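B-MF were made from FACS-purified BM B cells and Mo-MF from BM monocytes of female mice, whose strain is BALB/cJ in the genotype field of the sample records and C57BL or BALB in their treatment text, and both were cultured for 7 days in 50% 4T1.2-CM, the conditioned medium of a mouse breast cancer line. BM B cells were kept for 7 days in B-cell medium with SCF (10 ng/ml), IL-7 (1 ng/ml), Flt3L (25 ng/ml) and BAFF (50 ng/ml). Another group, which the paper's text does not describe, is by its sample records monocytes cultured for 7 days in macrophage medium with M-CSF (10 ng/ml). The design text of the series instead calls both this group and the Mo-MF arrays macrophages derived from BM pre-B cells. The sample records and the paper are followed here, and the conflict stays open. Total RNA of each group was labelled with Cy3 and hybridized to 3 Agilent mouse arrays, and Feature Extraction 12.0.3.1 gave a processed signal that is background-subtracted and detrended within each array but not scaled between arrays. For the values below, log2 processed signal was set to 0 at the 75th percentile of each array, so that a level of 1 is 2-fold above that percentile. Each of 14897 genes was read from the brightest of its probes that were well above background on all 3 arrays of a group. It was tested by limma over all 12 arrays, and a gene was counted as higher or lower at an adjusted p under 0.05 and a log2 fold change of at least 1. Fold changes are given with the standard error and the Benjamini-Hochberg adjusted p of limma, with 3 arrays per group, and their number limits the precision. Where no array of a group had a signal well above background, the fold is given as a bound. The 42 gene lists named here and elsewhere were written by hand before the data were examined, after the paper and its supplementary tables had been read. Each list was tested with camera against all other genes tested, and its adjusted p is over the 42 lists. All B-MF and BM B cell arrays lay on 1 slide and all Mo-MF arrays on another, so that B-MF and Mo-MF were never measured on the same slide. With slide as a block, 2100 genes differed between B-MF and Mo-MF (780 higher, 1320 lower) against 2440 without it, and the block rests on the macrophage-medium group, which has 1 array on the Mo-MF slide.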

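Macrophage genes were far above their level in BM B cells in both B-MF and Mo-MF. Of 44 core macrophage genes, 43 were higher in both cell types than in BM B cells, and the exception was Itgam, which encodes CD11b. Cd68, a lysosomal glycoprotein of macrophages, was at a log2 level of 8.34 ± 0.10 (SD, n = 3 arrays) in B-MF, 8.35 ± 0.03 in Mo-MF and -1.25 ± 0.05 in BM B cells. Csf1r, the receptor of M-CSF, was at 7.95 ± 0.09 in B-MF, 7.94 ± 0.06 in Mo-MF and 2.35 ± 0.02 in BM B cells. Between B-MF and Mo-MF, neither gene differed by more than the spread of the arrays (Cd68, adjusted p = 0.963; Csf1r, adjusted p = 0.879). Adgre1, which encodes F4/80, was 6.97 log2 units above BM B cells in B-MF (standard error 0.06, adjusted p = 2.71e-14) and 6.77 in Mo-MF (standard error 0.06, adjusted p = 2.76e-14). Itgam was 1.32 log2 units above BM B cells in Mo-MF (standard error 0.06, adjusted p = 6.79e-09), and its difference of 0.63 in B-MF (standard error 0.06, adjusted p = 3.19e-06) stayed under the 2-fold minimum. The gene has 2 probes, and with their mean Itgam passed as higher in B-MF too. B cell genes went the other way, with 23 of 26 lower in both cell types than in BM B cells. In all, 3251 genes were higher in both, which is 88.3% of the 3681 genes higher in B-MF, where independent lists would share 1034. Both comparisons rest on the same 3 BM B cell arrays, which are too few to split, so part of this excess is not independent. Across genes the log2 fold changes of the 2 comparisons correlated at 0.93, with a covariance of 6.33. Simulations with the shared arrays and no effect gave 0.50, with a covariance of 0.025. The 0.50 is the correlation of noise alone, and the covariances show that noise in the shared arrays adds little. The list tests gave a mean log2 fold change over the core macrophage genes of 7.43 in B-MF (adjusted p = 1.08e-16) and 7.90 in Mo-MF (adjusted p = 5.21e-16), and both calls hold with an estimated correlation. Between B-MF and Mo-MF, 7 of the 44 core genes were lower in B-MF, none was higher and 37 did not pass. Among the 7, the complement gene C1qa fell by 3.41 on the log2 scale (standard error 0.16, adjusted p = 4.76e-08) and Clec4n, which encodes Dectin-2, by 2.82 (standard error 0.07, adjusted p = 9.57e-10). The mean of the core list was -0.47 (adjusted p = 0.00183, and adjusted p = 0.159 with an estimated correlation).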

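On the PCA of the 9 arrays of B-MF, Mo-MF and BM B cells, the 3 groups formed separate clusters. The median distance between a B-MF and a Mo-MF array was 131 log2 units over 14783 genes, against 309 between B-MF and BM B cells and 332 between Mo-MF and BM B cells. Arrays of 1 group were between 37.9 and 69.9 apart. The first component held 87.1% of the variance and the second 9.52%. Group accounted for 96.6% of the variance, more than under any other split of the 9 arrays into 3 groups of 3, of which the highest gave 88.5% (exact permutation test over 280 splits, p = 0.00357, the smallest p that these splits allow).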

In mRNA microarray analysis, B-MF and Mo-MF shared expression of numerous macrophage-related genes regardless of the origin (Supplementary Fig. 5d–f and Supplementary Data file 1), although principal component analysis (PCA) clearly separated the two cell types (Fig. 3c and Supplementary Data file 2). 

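Genes of lipid synthesis and of cell division were higher in B-MF than in Mo-MF, and genes of the interferon and inflammatory responses were lower. Scd1, the desaturase that makes monounsaturated fatty acids, had a log2 fold change of 5.72 (standard error 0.13, adjusted p = 3.09e-10), and Fasn, the fatty acid synthase, one of 2.52 (standard error 0.05, adjusted p = 1.42e-10). Dhcr24, which catalyses a last step of cholesterol synthesis, had one of 3.34 (standard error 0.06, adjusted p = 4.25e-11). Il6 and Il1b, which encode inflammatory cytokines, fell by 6.47 (standard error 0.10, adjusted p = 2.28e-11) and 3.86 (standard error 0.06, adjusted p = 1.99e-11), and Il6 was well above background on 1 of the 3 B-MF arrays. In all, 2440 genes differed, 802 higher and 1638 lower in B-MF.
Of 20 genes of cholesterol biosynthesis, 17 were higher in B-MF, among them Fdps (3.06), Cyp51 (2.81) and Lss (2.79), and 3 did not pass (list mean 1.85, adjusted p = 7.59e-12). Of 20 enzymes and regulators of fatty acid synthesis, 10 were higher, among them Scd1 and Fasn, given above, Fads2 (3.74) and Me1 (2.48), and 10 did not pass (mean 1.21, adjusted p = 1.22e-05). In fatty acid oxidation, Echs1 was higher (1.30), Acsl1 was lower (-1.18) and 25 of 27 genes did not pass, with a list mean of 0.31 (adjusted p = 0.00208). Of 75 genes of oxidative phosphorylation, Ndufab1 (1.05) and Ndufa4 (1.03) passed and 73 did not, and with slide as a block Ndufab1 no longer passed (0.92). Ndufa4 no longer passed with quantile normalization, in the series' own table of values, with array weights, and without B-MF replicate 3 or Mo-MF replicate 2. The mean of the 75 genes was 0.24 (adjusted p = 4.42e-05, and adjusted p = 0.217 with an estimated correlation). Glycolysis had 1 gene higher (Aldoc, 1.21), 3 lower (Pfkfb3, -1.72, Slc2a1, -1.30, and Hk2, -1.15) and 18 that did not pass, and the list as a whole did not pass by camera (mean -0.20, adjusted p = 0.0940).

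**Figure D1:**
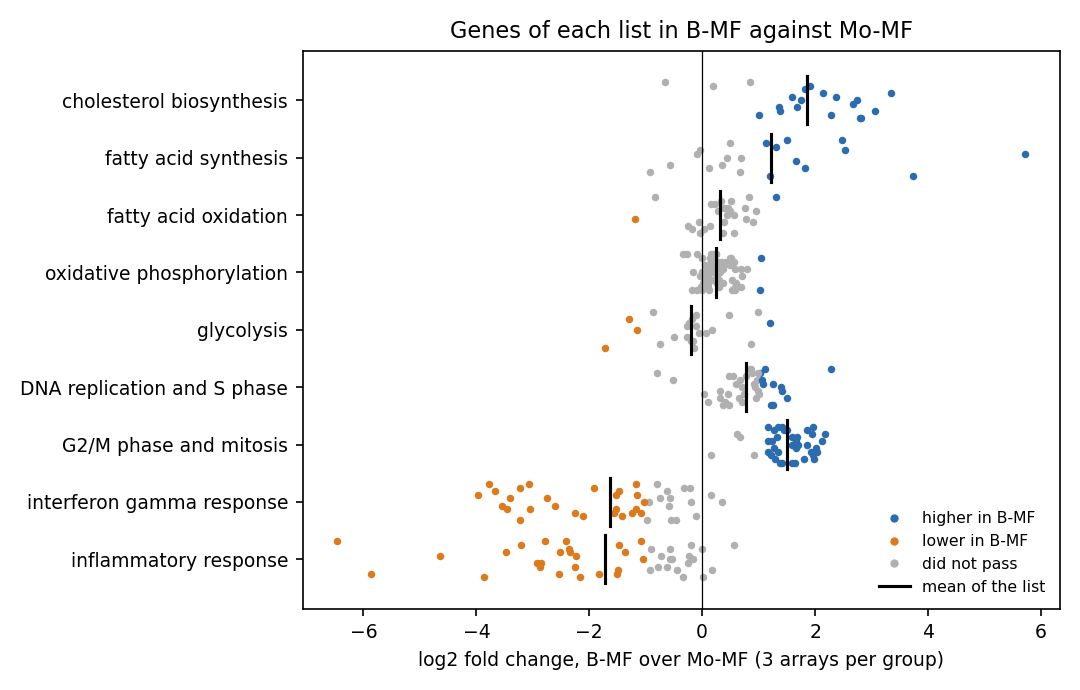
Log2 fold change of B-MF over Mo-MF for each tested gene of 9 lists (1 point per gene, 3 arrays per group, the vertical bar is the mean of the list). Of the 40 genes of G2/M phase and mitosis, 36 are higher in B-MF, and none of the 41 genes of the interferon gamma response is.

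The mitotic genes Plk1 (2.17), Bub1b (2.13), Kif23 (2.03) and Cdca3 (2.02) were among 36 of 40 genes of G2/M phase and mitosis that were higher in B-MF, and 4 did not pass (mean 1.50, adjusted p = 5.81e-19). Of 40 genes of DNA replication and S phase, 11 were higher and 29 did not pass, with Tk1 (2.29) and Uhrf1 (1.49) the largest (mean 0.77, adjusted p = 3.54e-11). Mki67, the proliferation marker, had a log2 fold change of 1.23 (standard error 0.06, adjusted p = 6.13e-08). In the interferon gamma response, 26 of 41 genes were lower, including Socs1 (-3.98), H2-Aa (-3.77), Gbp4 (-3.67) and Iigp1 (-3.55), and 15 did not pass (mean -1.63, adjusted p = 1.26e-15). The inflammatory response list had 25 of 43 genes lower, among them Ccr7 (-5.86) and Cxcl3 (-4.64), and 18 that did not pass (mean -1.72, adjusted p = 2.28e-11). Counts adjusted over the list alone were the same for these lists. With the exception of oxidative phosphorylation, the calls given here hold with an estimated correlation. Markers of other myeloid cells moved with the interferon and inflammatory genes: 10 of 20 neutrophil genes, 10 of 16 dendritic cell genes and 8 of 11 mast cell and basophil genes were lower in B-MF and none was higher, while 7 of 16 monocyte genes were lower and 3 higher and 7 of 8 eosinophil genes were lower and 1 higher. With slide as a block, 9 dendritic cell genes were lower and 1 was higher, and 2 eosinophil genes were lower and none was higher. Setting each array to its median in place of its 75th percentile moved the median of all genes from -0.01 to 0.35, and 1670 genes were then higher and 1151 lower (59.2% higher, against 32.9%). With the other scalings most calls stayed lower. The share higher was 34.1% with normexp background correction, 39.8% with quantile normalization and 44.3% in the series' own table of values. The array medians, 31.6 to 42.6, are of the size of the local background (31 to 36). With slide as a block, the list means were 1.85 for cholesterol biosynthesis, 1.49 for G2/M phase and mitosis, -1.61 for the interferon gamma response and -1.67 for the inflammatory response.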

B-MF expressed higher levels of genes involved in fatty acid metabolism, oxidative phosphorylation, cell cycle, steroid-cholesterol biosynthesis, and downregulated expression of pro-inflammatory and IFNγ response genes (Fig. 3d, e). 

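Genes linked to the M1 state of macrophages were lower in B-MF than in Mo-MF, and genes linked to the M2 state went both ways. Of 25 M1-associated genes, 17 were lower in B-MF (18 when adjusted over the list alone), none was higher and 8 did not pass. The arginine transporter gene Slc7a2 fell by 5.21 on the log2 scale (standard error 0.10, adjusted p = 1.49e-10), next to the cytokine and chemokine receptor genes given above. The list had a mean log2 fold change of -1.96 (adjusted p = 6.49e-08), and this call holds with an estimated correlation. Of 29 M2-associated genes, 5 were higher in B-MF, 9 were lower and 15 did not pass, and the counts adjusted over the list alone were the same. Gas6, a bridging molecule for the uptake of apoptotic cells, had the largest rise, a log2 fold change of 2.32 (standard error 0.10, adjusted p = 3.54e-08). Arg1, which encodes arginase 1, had the largest fall, -6.26 (standard error 0.13, adjusted p = 2.11e-10), from a level of 7.18 in Mo-MF to 0.91 in B-MF. Retnla fell by 4.43 (standard error 0.67, adjusted p = 0.000265) and was well above background on 1 of the 3 B-MF arrays (-3.73 without B-MF replicate 1 and -5.43 without replicate 3), and Flt1, not well above background in B-MF, was at least 7.66-fold lower. Mrc1, which encodes the mannose receptor CD206, did not pass (-0.15, standard error 0.41, adjusted p = 0.770). This standard error is pooled over all groups and mostly reflects the BM B cell arrays, whose SD was 1.09. The level of Mrc1 was 6.26 (SD 0.02) in B-MF and 6.41 (SD 0.05) in Mo-MF, and every B-MF array lay below every Mo-MF array. The difference stayed well under the 2-fold minimum, and its sign changed with median normalization. The mean of the M2 list was -0.99 and its median -0.53 (adjusted p = 0.0486, and adjusted p = 0.0816 with an estimated correlation). The call also ended with slide as a block (mean -0.90, adjusted p = 0.0609), with the replicate number as a block (adjusted p = 0.0516), and without Mo-MF replicate 1 (adjusted p = 0.0587) or Mo-MF replicate 2 (adjusted p = 0.0641). It ended as well in the series' own table of values, by fgsea, with unmatched probes and with a filter of well above background on every array. Over 22 alternatives the mean lay between -1.14 and -0.08, the latter with that filter, and the call was kept in 13. Against BM B cells, 19 of the 29 M2-associated genes were higher in B-MF and 3 were lower (mean 4.49, adjusted p = 8.99e-05), and 23 were higher in Mo-MF and 1 was lower (mean 5.48, adjusted p = 6.37e-06).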

While Mo-MF were enriched for a M1-like transcription profile, M2-skewing was more pronounced in B-MF (Fig. 3e and Supplementary Fig. 5g). The unique transcription profiles were also confirmed in single-cell RNA sequencing (scRNA-seq) of B-MF (10,563) and Mo-MF (10,235) cells, with UMAP clustering identifying mostly separate cell clusters of the two cell types (Fig. 3f and Supplementary Data file 3). We distinguished 12 cell clusters with the Leiden algorithm, using shared nearest neighbor (SNN) in PCA space and identified the key genes establishing the six clusters accounting for the majority of single cells (Fig. 3g, h and Supplementary Fig. 5i). B-MF appeared to be more phagocytic than Mo-MF, as they markedly upregulated *Mrc1* (encodes CD206, Fig. 3i). As in microarray analysis (Fig. 3d), expression of genes for oxidative phosphorylation were more upregulated in B-MF than Mo-MF (clusters 0, 4 and 6, Supplementary Fig. 5h), consistent with their M2-skewing^29^. Given the unique transcriptional signatures of the B-MF, we next examined scRNA profiles of TAM purified from four different mice with 4T1.2 cancer (Fig. 3j). To identify potential in vivo B-MF, we used signature genes identified from in vitro-generated macrophages (Fig. 3h) and noted three clusters (0, 6, and 8) with robust expression of genes identified in B-MF (Fig. 3j, Supplementary Fig. 5i–k). Cluster 8 also strongly overlapped with a mixed macrophage population (Cluster 4, Fig. 3g and Supplementary Fig. 5i), suggesting that only clusters 0 and 6 most likely represent B-MF. We also examined the expression of three genes robustly expressed in B-MF, and they were also expressed in TAM clusters 0 and 6 (Fig. 3k). In contrast, expression of key Mo-MF genes was mostly found in clusters 1, 3, 4, and 5 (Supplementary Fig. 5j, k), suggesting that the two macrophages retain traceable and different transcription profiles in vivo.

**Fig. 3:**
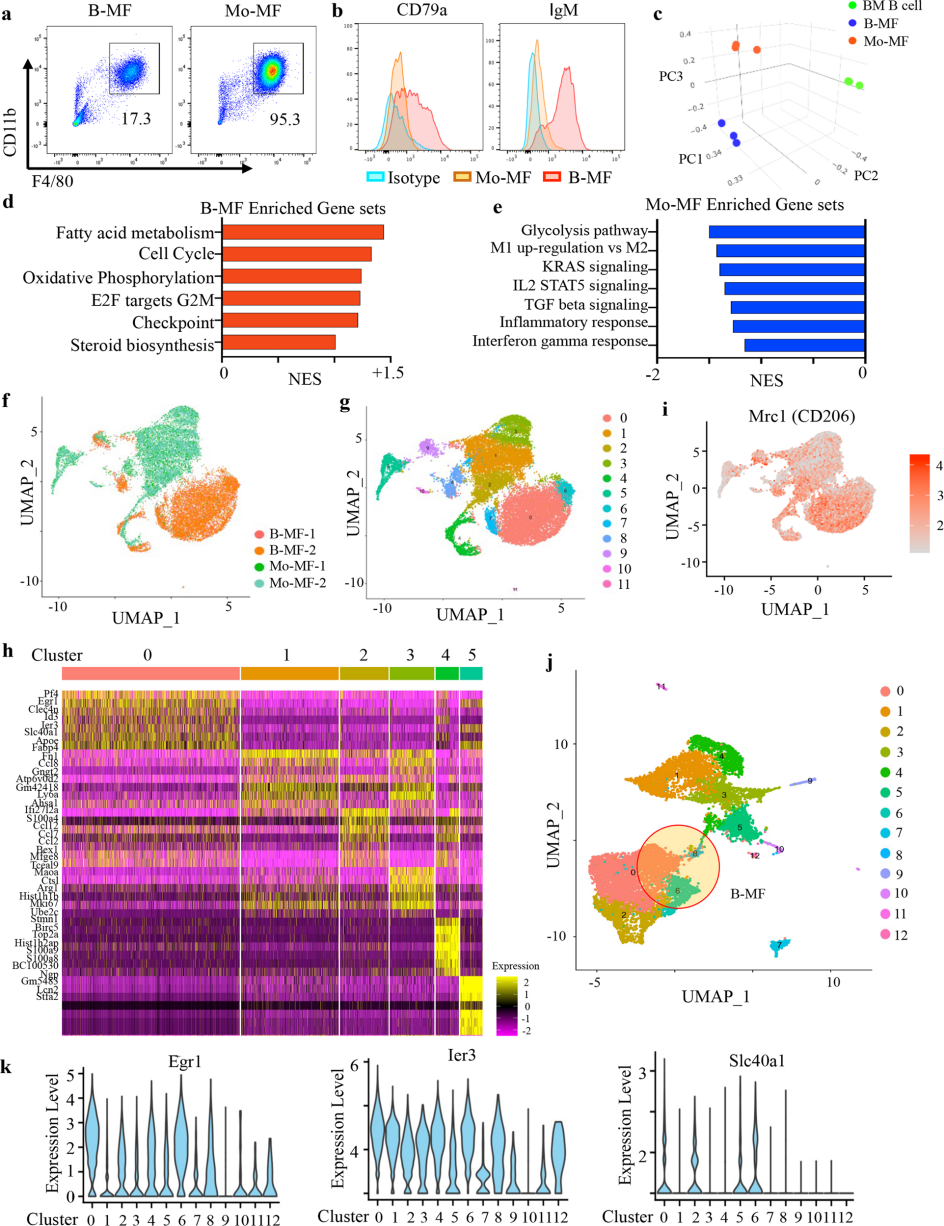
Distinct gene expression profiles of B-MF and Mo-MF. **a**, **b** Representative FACS plots (**a**) and histograms (**b**) of BM-MF and Mo-MF generated from BM B cells or monocytes after 7-day treatment with 4T1.2-CM. Numbers are for proportion of gated (F4/80^hi^CD11b^hi^) cells (**a**). **b** Shows expression of CD79a and IgM in B-MF (Red) and Mo-MF (Orange). **c** PCA plot of mRNA expression profiles generated from microarray data of sort-purified B-MF (Blue), Mo-MF (Orange) and BM B cells (Green) (*n* = 3 mice). **d**, **e** Bar plots of GSEA predicted pathways enriched in B-MF (**d**) or Mo-MF cells (**e**) from the Molecular Signature Database. **f**, **g** UMAP plots of scRNA sequencing (scRNA-seq) of B-MFs (10,563 cells) and Mo-MFs (10,235 cells) analyzed using Seurat with colors depicting clusters by cell type (**f**) or by gene expression (**g**). **h** Heatmap of top differentially expressed genes (DEG) in 6 major clusters of in vitro-generated B-MF and Mo-MF. **i** Mrc1 expression in B-MF and Mo-MF single cells shown in **f. j** scRNA-seq UMAP plot of FACS-purified TAM (10,885 cells) from 4 mice with 4T1.2 cancer cells shows 13 unique cell clusters. Three clusters with overlapping signatures with B-MF are highlighted. **k** Violin plots of three DEG (Egr1, Ier3 and Slc40a1) upregulated in B-MF in vitro and in TAM from mice with 4T1.2 cancer.

### Cancer generates B-MF to suppress antitumor CD4^+^ T cells

To confirm the differences between the two macrophages at the functional levels, we quantified their proliferation, phagocytosis of red fluorescent protein (RFP)-tagged apoptotic ID8 cells, and intracellular cholesterol. Only B-MF readily incorporated BrdU (pulsed on day 6 and tested on day 7 of the culture) and expressed higher levels of Ki67 (Fig. 4a and Supplementary Fig. 6a, b). Although the two macrophages phagocytized fluorochrome-labeled apoptotic cancer cells (Fig. 4b, c) and contained elevated levels of cellular cholesterol (Fig. 4d, e), both these features were significantly upregulated in B-MF compared to Mo-MF per cell-to-cell comparisons (Fig. 4c, e). Similarly, CD79^+^ TAM exhibited markedly higher Filipin binding than CD79^−^ TAM (Supplementary Fig. 1a–f). Because B-MF and CD79^+^ TAM also significantly upregulated TGFβ/LAP and PD-L1 (Supplementary Fig. 1a–f and Supplementary Fig. 2c) and lipid accumulation in TAM associated with suppression of anticancer CD8^+^ T cells^30^, we wondered whether these cells promote tumor progression via regulating the activity of T cells. To test this possibility, first, we performed in vitro T-cell suppression assay^5^ by culturing B-MF or Mo-MF with eFluor450-labeled naïve mouse T cells stimulated with anti-CD3/CD28 Abs and IL-2 at various effector: target ratios for 4 days. The B-MF, but not Mo-MF, significantly inhibited the proliferation of naïve mouse CD4^+^ T cells and, a lesser extent, CD8^+^ T cells in a dose-dependent manner (Fig. 4f and Supplementary Fig. 6c, d). Second, we performed a 5-day Treg conversion assay^5^ by culturing B-MF and Mo-MF with naïve mouse FACS-purified CD25^−^CD4^+^ T cells in the presence of anti-CD3/CD28 Abs and IL-2. B-MF more efficiently induced the generation of FoxP3^+^Tregs than Mo-MF (Supplementary Fig. 6e). Next, we tested whether B-MF reverses a retarded tumor progression in μMT mice, which we previously linked to a lack of B cells^6^. μMT C57BL/6 and BALB/c mice with subcutaneous (s.c.) B16-F10 melanoma (*n* = 10–12/group) or 4T1.2 breast cancer (*n* = 12–14/group), respectively, were intravenously (i.v.) transferred with in vitro-generated B-MF (Fig. 4g). Compared with mock, B-MF significantly increased tumor weight in mice with melanoma (*p* < 0.01, Fig. 4h) and numbers of metastatic foci in the lungs of mice with 4T1.2 cancer (*p* < 0.05, Fig. 4i). FACS evaluation of their tumors surprisingly did not detect a difference in the presence of CD8^+^ and CD4^+^ T cells and FoxP3^+^ Tregs (Supplementary Fig. 6f, g). Instead, the B-MF transfer significantly decreased the frequency and numbers of IFNγ-expressing CD4^+^ T cells in both cancer models (Fig. 4j–m). In 4T1.2 tumors, B-MF also markedly decreased granzyme (Gr) B^+^ CD4^+^ cells (Supplementary Fig. 6g), which were implicated in tumor cell killing^31^. A separate transfer experiment with equal numbers of FACS-purified naïve mouse follicular B cells (FOB) or B-MF in μMT mice with 4T1.2 cancer (3 × 10^5^ cells/mouse, *n* = 5–7 mice per group) revealed that both cells comparably support lung metastasis (Supplementary Fig. 6h). Compared to B-MF, FOB upregulated numbers of CD4^+^ T cells but decreased frequency of IL10^+^ CD4^+^ T cells and GrB^+^ and Lamp1^+^ (cytolytic) CD8^+^ T cells in the tumor (Supplementary Fig. 6h), implying that the two cells support cancer independently and without reversal of B-MF to B cells. To confirm this, we performed a 3-day tracking experiment by i.v. transferring fluorochrome-labeled B-MF (500,000 cells/mouse) in μMT mice with 14-day 4T1.2 tumor. The majority of transferred cells were in the spleen and tumor (and less in dLN, Supplementary Fig. 6i). Per gram tumor, numbers of transferred B-MF were slightly less (about 7-fold) than that of 4T1.2 tumor in BALB/c mice and MC38 tumor in Mb1-YEFP mice (Supplementary Fig. 6k). Consistent with in vitro stability of B-MF phenotype (Fig. 2a, b and Supplementary Fig. 3b, c), the transferred cells were exclusively CD11b^+^F4/80^+^ (>98%, Supplementary Fig. 6j). Taken together, we concluded that cancers generate B-MF mostly to downregulate anticancer IFNγ^+^CD4^+^ T cells.

**Fig. 4:**
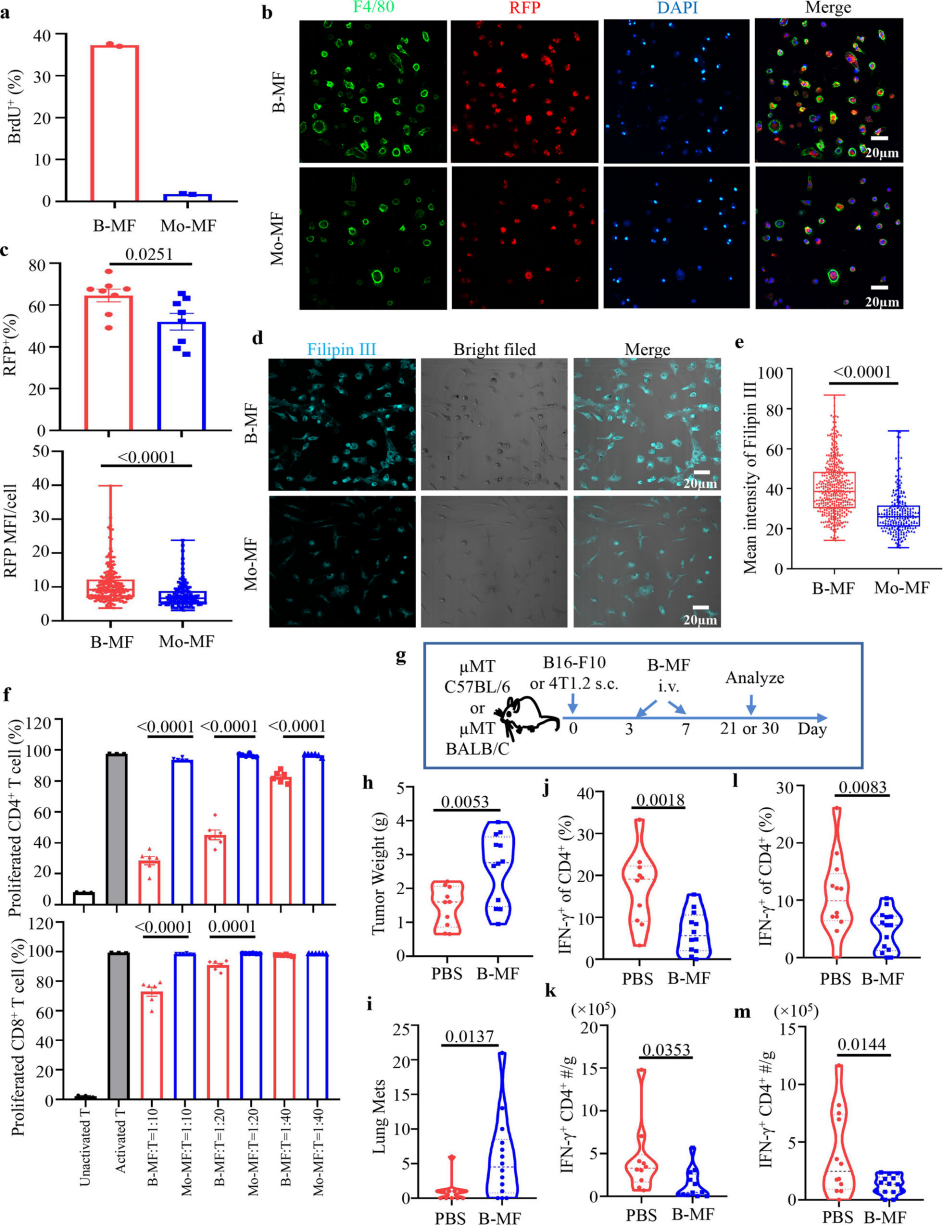
B-MF and Mo-MF are functionally different. **a** Unlike Mo-MF, B-MF incorporate BrdU, i.e., proliferate (BrdU^+^ frequency ± SEM from 2 mice per group). Compared to Mo-MF, B-MF exhibit higher ability to phagocytize apoptotic ID8-RFP cells than Mo-MF in 2 h assay (**b**, **c**) and to bind Filipin III (**d**, **e**). Panels **b**, **d** show representative fluorescent microscopy images of quantifications of RFP^+^ cells % ±SEM (*P* = 0.0251) and RFP MFI/cell (*P* < 0.0001) (Mean Fluorescence Intensity MFI, **c**) and Filipin III MFI (*P* < 0.0001, **e**) difference between B-MF and Mo-MF. Eight representative fields per sample were quantified and scale bars represent 20 μm (**c**, **e**). **f** Unlike Mo-MF, B-MF efficiently suppress proliferation of T cells stimulated with anti-CD3/CD28 Abs for 4 days (*P* < 0.0001 except for CD8 + T cell 40:1 group). *Y*-axis is for Mean proportion ± SEM of CSFE-diluted (*n* = 3 for nonactivated and activated control groups, and *n* = 6 for the rest groups) CD4^+^ or CD8^+^T cells when incubated with B-MF or Mo-MF at 10:1, 20:1, and 40:1 ratio (*X*-axis). Control T cells were cultured alone with (activated) or without (nonactivated) anti-CD3/CD28 Abs. Panels **b**–**f** were independently reproduced at least three times. **g**–**m** B-MF support tumor progression. Schema of adoptive transfer experiments in μMT C57BL/6 and BALB/CJ mice with s.c. B16-F10 melanoma and 4T1.2 cancer depicted in **g**. In vitro-generated B-MF (3 × 10^5^) from C57BL/6 and BALB/c mice were i.v. transferred into μMT C57BL/6 and μMT BALB/c mice, respectively, at days 3 and 7 post-tumor challenge. Shown are quantifications of tumor weight in mice with B16-F10 melanoma (*n* = 10 for PBS and *n* = 12 for B-MF, *P* = 0.0053, **h**), metastatic foci in the lungs of mice with 4T1.2 cancer (*n* = 12 for PBS and *n* = 14 for B-MF, *P* = 0.0137, **i**), and frequency and absolute numbers of IFNγ^+^CD4^+^ T cells per gram primary tumor in mice with B16-F10 melanoma (**j**, *P* = 0.0018 and **k**, *P* = 0.0353) and 4T1.2 cancer (**l**, *P* = 0.0083 and **m**, *P* = 0.0144). *P*-va**l**ues in **c**, **e**, **f**, **h**–**m** was calculated using two-tailed unpaired *t*-test. Results were independently confirmed at least twice. Each symbol in **h**–**m** is for a single mouse.

### Cancer mobilizes BMBP in the spleen to convert them to B-MF

Because cancer can mobilize BM pre-B cells in the spleen and tumor to generate tBregs^11^, we tested whether this pool of BMBP is the source of B-MF. Compared with naïve mice, the total number of CD93^+^ BMBP was markedly decreased in BM but increased in the spleen as well as present in the tumors of mice with 4T1.2 and Mogp cancers (Fig. 5a, Supplementary Fig. 7a, b and not depicted). To link them to the generation of B-MF, we FACS-purified CD93^+^ and CD93^−^ BMBP from the spleen of mice with 4T1.2 cancer and naïve mice and cultured these cells in 4T1.2-CM. Only splenic CD93^+^, but not CD93^−^, BMBP from tumor-bearing mice generated B-MF, while B cells from spleens of naïve mice failed to do so regardless of CD93 expression (Supplementary Fig. 7c and Supplementary Fig. 3f), implying that cancer accumulates CD93^+^ BMBP in the spleen and tumor^11^ to generate B-MF.

**Fig. 5:**
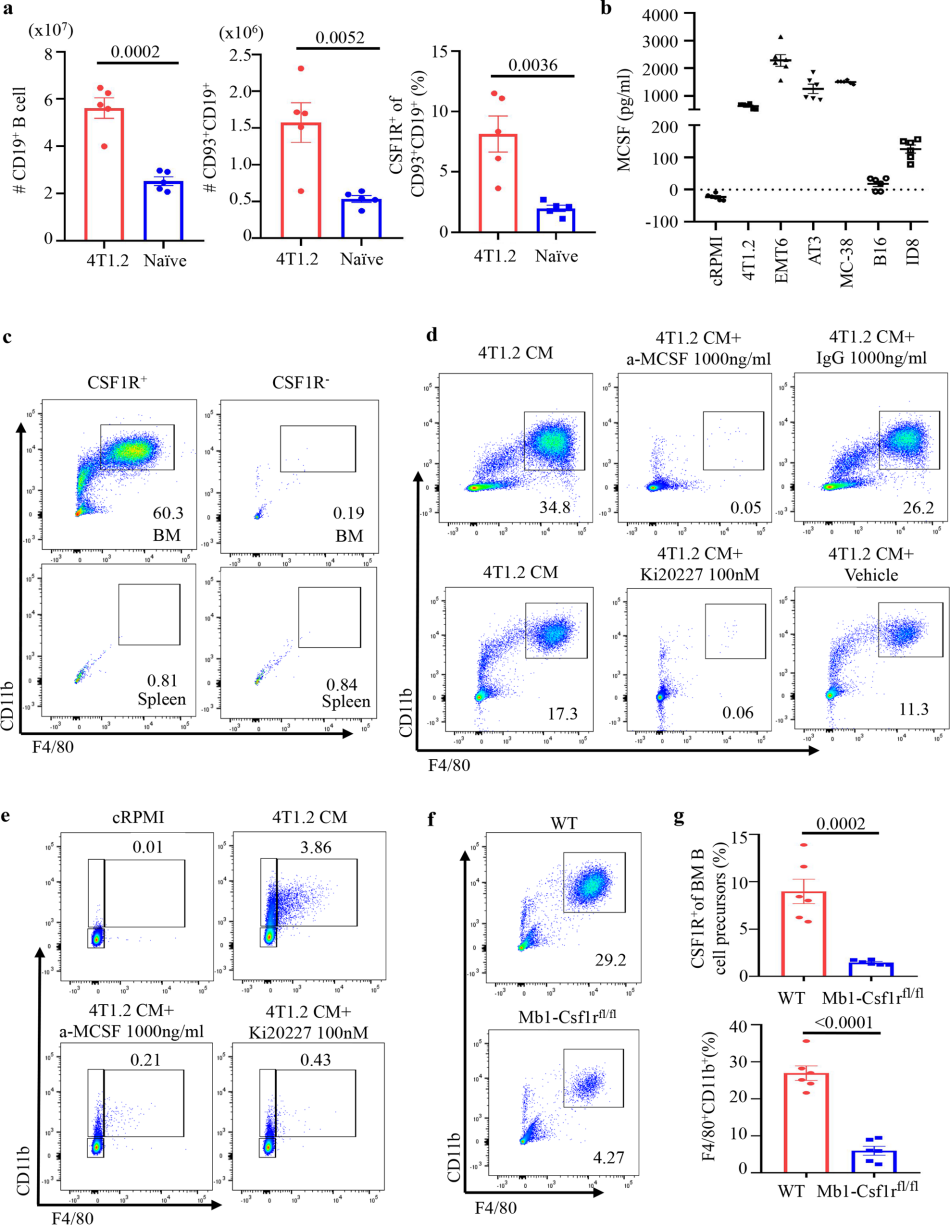
Cancer mobilizes CSF1R^+^ BMBP into the circulation to generate B-MF via signaling CSF1/CSF1R axis. **a** Numbers ± SEM of CD19^+^ (*P* = 0.0002, left) and CD93^+^CD19^+^ (*P* = 0.0052, middle) B cells and frequency ± SEM of CSF1R^+^ within CD93^+^CD19^+^ B cells in the spleen of naïve vs 4T1.2 cancer-bearing BALB/c mice (*P* = 0.0036, right, *n* = 5). **b** ELISA measurements of secreted M-CSF in CM by 4T1.2, EMT6, AT3, MC38, B16-F10, and ID8 cells (*n* = 6, pg/ml). **c**–**e** Representative FACS plots of the F4/80^+^CD11b^+^ B-MF converted from highly FACS-purified BM CSF1R^+^ and CSF1R^−^ B-cell precursors and splenic CSF1R^+^ and CSF1R^−^ B cells (**c**), BMBP after 7-day (**d**), or pre-B-cell line 70z/3 after 30-day (**e**) culture in 4T1.2-CM alone or in the presence of neutralizing anti-M-CSF Ab or a specific CSF1R inhibitor Ki20227 (**d**, **e**). **f**, **g** Representative FACS plot (**f**) and quantification (frequency ± SEM, **g**) of CSF1R^+^ BM B cells in Mb1-CSF1R^Flox/Flox^ mice as compared to WT littermates (*P* = 0.0002, top panel) used for the generation of B-MF after 7-day 4T1.2-CM treatment (*P* < 0.0001, lower panel, *n* = 6 mice). Gating is shown in Supplementary Fig. 8. In **a**, **b**, and **g**, each symbol is for a single mouse. *P*-values in **a**, **b**, and **g** were calculated using two-tailed unpaired *t*-test. Results for all panels were independently reproduced at least three times.

### Cancer targets CSF1R+CD93+ BMBP by secreting M-CSF

To understand the mechanism of the B-MF generation, we analyzed CM of cancer cells for secreted factors that could affect the differentiation of macrophages. M-CSF, a regulator of macrophage differentiation and survival^9,17^, was among the factors that were highly increased in the cancer cells that induce B-MF (Fig. 5b). Conversely, M-CSF was almost absent in CM from B16-F10 cells (Fig. 5b and Supplementary Fig. 7d, e), which did not induce the generation of B-MF (Fig. 2g and Supplementary Fig. 3h, i). Compared to naïve mice, serum M-CSF was also significantly upregulated in mice with 4T1.2 cancer (Supplementary Fig. 7f). Importantly, CD93^+^CD19^+^ BMBP of naïve mice expressed its cognate receptor CSF1R (about 15% of immature B cells, 6% of pre-B cells, and 1.5% pro-B cells, Supplementary Fig. 7g). In mice with 4T1 cancer, CSF1R^+^CD93^+^CD19^+^ BMBP were markedly reduced in BM but increased in the spleen (Fig. 5a and Supplementary Fig. 7g), consistent with their cancer-induced emigration from BM, as discussed above. To link these CSF1R^+^CD93^+^CD19^+^ BMBP to the generation of B-MF, highly FACS-purified CSF1R^+^ and CSF1R^−^ B cells from BM and spleen of naïve mice were cultured in 4T1.2-CM. While CSF1R^+^ BM B cells readily generated B-MF, the BM CSF1R^−^ subset failed to do so (Fig. 5c). Consistent with the inability of splenic CD93^+^ B cells of naïve mice to generate B-MF (Supplementary Fig. 7c and Supplementary Fig. 3f), we failed to convert naïve mouse splenic B cells into B-MF regardless of CSF1R expression (Fig. 5c). We also cultured primary BM BMBP or 70z/3 cells with 4T1.2-CM in the presence or absence of neutralizing M-CSF antibody (Ab) or Ki20227, a specific inhibitor of c-Fms/CSF1R^32^. Both cells failed to generate B-MF upon M-CSF neutralization or CSF1R signaling inhibition (Fig .5d, e and Supplementary Fig. 7h, i). To rule out artifacts of in vitro assay, we created mice with conditional CSF1R deficiency in B cells (Mb1-CSF1R^Flox/Flox^ mice, gating strategy in Supplementary Fig. 8). Unlike WT littermates or monocytes from Mb1-CSF1R^Flox/Flox^ mice, the loss of CSF1R in BMBP significantly impaired the cancer CM-induced B-MF differentiation (Fig. 5f, g). Of note, the residual macrophage differentiation seen in Fig. 5f is presumably due to CSF1R expression preceding Mb1 expression, while Mb1-CSF1R^Flox/Flox^ mice will have *Csf1r* deletion only in pro-B cells and onward.

Given that PAX5 is the key pro-B-cell factor that represses *Csf1r* and other myeloid lineage-specific genes^14,33^, we reasoned that cancer decreases levels of this transcription factor using M-CSF. FACS staining confirmed that Pax5 was markedly decreased in BM CD93^+^ BMBP, particularly in CSF1R^+^ but not CSF1R^−^ subsets, from mice with 4T1.2 or Mogp cancers (Fig. 6a and Supplementary Fig. 9a–c). Importantly, Pax5 was also significantly decreased in BM CSF1R^+^ BMBP from naïve mice and 70Z/3 cells upon treatment with 4T1-CM or M-CSF (Fig. 6b, c and Supplementary Fig. 9b). As Pax5 deficiency alone is sufficient to render pro-B cells susceptible to myeloid differentiation^14^, we concluded that cancer uses M-CSF to reduce expression of Pax5 in CSF1R^+^CD93^+^ BMBP and thereby promote macrophage differentiation.

**Fig. 6:**
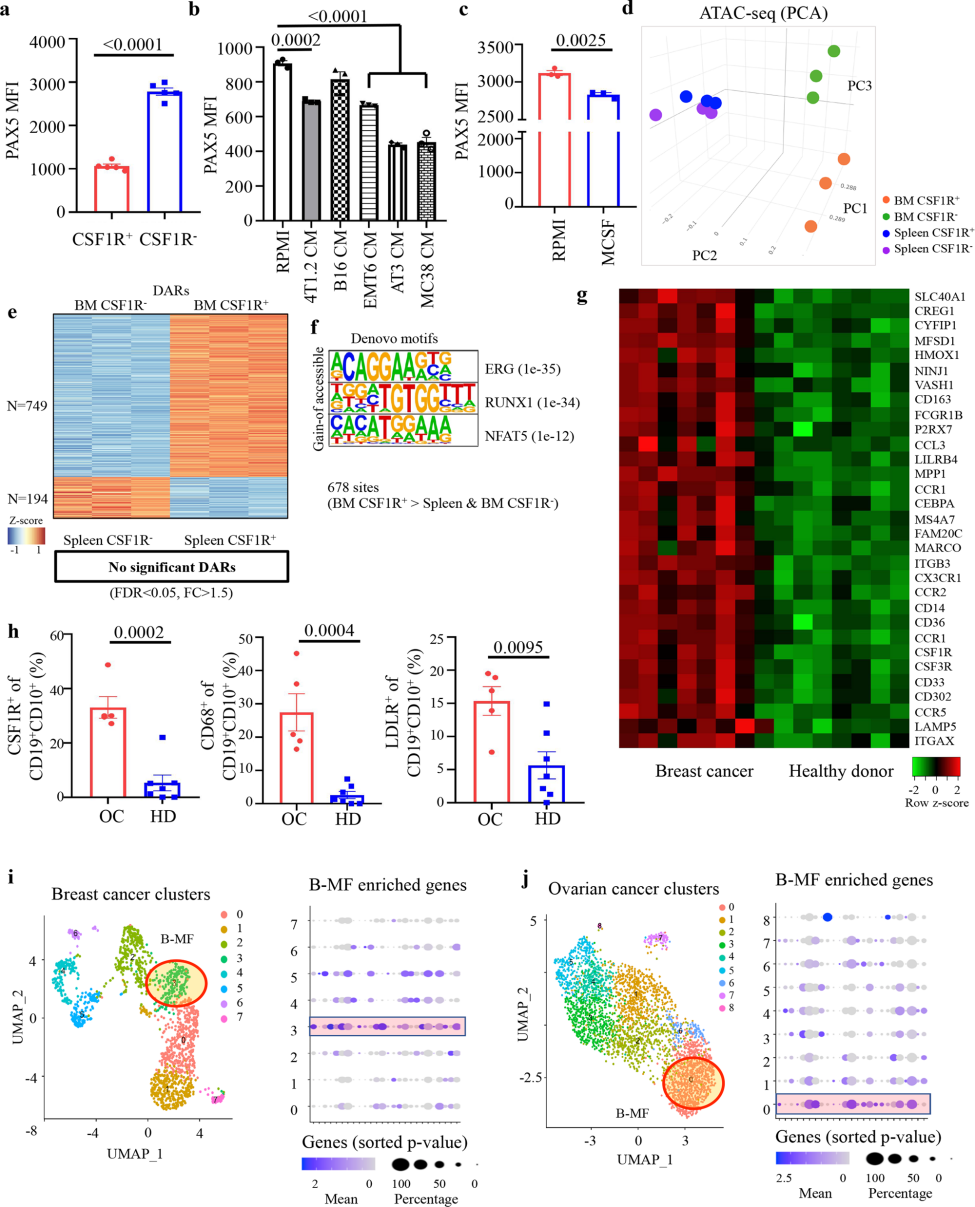
Cancer targets BM CSF1R^+^PAX5^Low^ B-cell precursors. **a**–**c** Pax5 MFI (Mean ± SEM) in freshly isolated BM CSF1R^−^ vs CSF1R^+^ B-cell precursors (*P* < 0.0001, *n* = 5 mice, **a**); in pre**-**B 70z/3 cells treated with indicated cancer CM (*P* = 0.0002 R*P*MI vs 4T1.2-CM, *P* < 0.0001 R*P*MI vs EMT6 CM, AT3 CM and MC38 CM, *n* = 3 independent cell cultures, **b**); and BM Lin^−^ CSF1R^**+**^ CD19^+^B220^+^CD93^+^IgM^−^IgD^−^ B-cell precursors after treatmentRPMI vs M-CSF for 48 h (*P* = 0.0025, *n* = 3, **c**). *P*-values in **a**–**c** were calculated using two-tailed unpaired *t-*test. **d** 3D PCA plo*t* of chromatin accessibility data of BMBP CSF1R^+^ and CSF1R^−^ from BM and spleen of naïve mice (*n* = 3 per group). **e** Heatmap of differentially accessible regions (DARs) in BM CSF1R^+^ and CSF1R^−^ BMBP. No significant DARs with FDR < 0.05 and FC (fold change) >1.5 were detected in splenic cells. **f** Significant de novo motifs predicted from 678 sites that are more open in BM CSF1R^+^ compared to both BM and splenic CSF1R^−^ BMBP. **g** mRNA microarray heatmap of macrophage-related DEGs in B cells isolated from PB of patients with breast cancer (BC, *n* = 8) compared to healthy donors (HD, *n* = 7). Scale bar is for expression z-score. **h** Frequency ± SEM of CSF1R^+^ (*P* = 0.0002, left), CD68^+^ (*P* = 0.0004, middle), and LDLR^+^ (*P* = 0.0095, right) cells within CD19^+^CD10^+^ B cells from PB of patients with ovarian cancer (OC) vs healthy donors (HD) (*n* = 5 for OC, *n* = 7 for HD). *P*-values in **h** were calculated using two-tailed unpaired *t*-test. **i**, **j** UMAP of scRNA-seq data of macrophages (left) and expression levels of the in vitro-generated B-MF genes (right) in published human BC (**i**) and OC (**j**) datasets. Highlighted regions show clusters with overlapping expression signatures of B-MF.

To further understand the B-cell susceptibility towards macrophage conversion, we analyzed chromatin accessibility by performing ATAC-seq on CSF1R^+^ and CSF1R^−^ BMBP isolated from both BM and spleen of naïve mice. PCA clustering showed the most robust differences in chromatin profiles were driven by the location of the BMBP (BM vs spleen) regardless of CSF1R expression, driving the PC2 axis (blue and purple vs orange and green, Fig. 6d). The chromatin landscapes of the CSF1R^+^ and CSF1R^−^ BMBP isolated from BM (orange and green, Fig. 6d) also significantly differed from each other, driving the PC3 axis. We then examined the differentially accessible regions (DAR) between CSF1R^+^ and CSF1R^−^ cells isolated from the spleen or BM. Whereas comparisons between CSF1R^+^ and CSF1R^−^ cells from the spleen did not show any differences reaching our threshold for significance, confirming their close clustering on the PC3 axis; the BM CSF1R^+^ cells contained significantly more open chromatin than the BM CSF1R^−^ cells (Fig. 6d, e). These data suggest the BM CSF1R^+^ BMBP may have a more permissive chromatin environment, susceptible to macrophage-differentiation signals. As the splenic B cells and BM CSF1R^−^ cells were refractory to macrophage conversion (Fig. 5c), we looked at DARs with less accessibility in CSF1R^−^ compared to CSF1R^+^ BM cells (749 loci) in spleen cells to determine if these regions remain closed and potentially “lock in” the lymphoid lineage potential. Indeed, the overwhelming majority of regions with decreased accessibility in the BM CSF1R^−^ cells remained closed in the cells from the spleen (679 of 749). Evaluation of these consensus open regions found in BM CSF1R^+^ cells for potential transcription factor binding sites permitting macrophage differentiation showed significantly increased accessibility of ERG and RUNX1 sites (Fig. 6f). ERG is known to be expressed both in myeloid and lymphoid progenitor cells^34^ and has particular importance in early hematopoietic progenitor cells as it binds to coregulators such as RUNX and GATA^35^. RUNX1 regulates the growth and survival of macrophages via binding to promoter and enhancer regions of *Csf1r* and upregulating its expression^36^. Runx1 is also robustly expressed in early progenitor and myeloid-committed progenitor cells^37^. Thus, the increased accessibility to binding sites of both ERG and RUNX1 suggests a potentially more primitive, permissive chromatin state allowing for myeloid lineage transformation of the BM CSF1R^+^ cells.

### B-MF-generating CSF1R+ BMBP accumulate in humans with cancer

We recently reported that peripheral mobilization of BMBP also occurs in humans with breast cancer (BC)^11^, suggesting the generation of B-MF. To test this possibility, we FACS evaluated peripheral blood (PB) of healthy donors (HD, *n* = 7) and patients with BC (*n* = 8). Compared with HD, PB of BC was markedly increased in CSF1R^+^ BMBP (Supplementary Fig. 9d), as we described in mice with cancer. Moreover, microarray transcription profiling of sort-purified B cells from PB of BC patients revealed that they significantly upregulated macrophage-associated genes, such as *Cebpa*, *Marco*, and *Csf1r*, as compared with B cells from HD (Fig. 6g). We also FACS evaluated B cells from PB of patients with ovarian cancer (OC, *n* = 5). Compared with HD, OC patients significantly increased CSF1R^+^ BMBP (Fig. 6h and Supplementary Fig. 9e) with upregulated expression of CD68 and LDLR (Fig. 6h), similar to mice with cancer. Using recently published scRNA-seq data of tumor-infiltrated immune cells from patients with breast cancer^38^, we also found a macrophage cluster with overlapping signatures of B-MF-like cells (cluster 3, Fig. 6i) by examining genes with differential expression defined in murine in vitro-generated B-MF (cluster 0, Fig. 3h). In particular, cluster 3 was enriched for expression of *EGR1*, *IER2*, *IER3*, and *SLC40A1*, which were major drivers of identity for murine in vitro-generated B-MF (Fig. 6i). Similarly, in the single-cell transcriptome data from human high-grade serous OC^39^, we also detected the B-MF-like signature in macrophages (Cluster 0, Fig. 6j), although with a lesser overlap than in BC, further suggesting that human cancers can promote the B-cell transdifferentiation into macrophages.

## Discussion

BMBP undergo a series of subsequent and tightly regulated differentiation steps after their bifurcation from multipotent cells to committed lymphoid lineage cells. Despite this, experiments with forced expression or inhibition of a single transcription factor or mutations that drive leukemogenesis^13,14^ as well as recent findings of a small proportion biphenotypic CD19^+^B220^+^CD16/32^++^CD11b^+^ pro-B cells with non-rearranged BCR genes, which become peritoneal CD19^+^CD79b^−^ macrophages in mice^15^, suggest that BMBP retain plasticity and myeloid transdifferentiation potential. Unlike these artificial manipulations or rare events, here we report that the B-cell-to-macrophage transdifferentiation is commonly used by murine cancers to generate TAM/B-MF. In PB of humans with metastatic/recurrent triple-negative BC and high-grade serous OC, we also detect a significant increase of CSF1R^+^ CD68^+^LDLR^+^ BMBP, which also express the macrophage-specific genes *Cebpa*, *Cebpb*, and *Marco*. Importantly, the B-MF signature is also identifiable within unique macrophage clusters using recently published scRNA-seq profiles of tumor-infiltrating cells in patients with BC^38^ and high-grade serous OC^39^. Our results suggest that human and murine cancers primarily transdifferentiate BMBP into macrophages, adding one more feature to the heterogeneity and plasticity of TAM. The inflammatory and antitumor activities of TAM at the early stages of the tumor can shift to proangiogenic and tumor-supporting M2-like phenotypes as the tumor progresses^40^, presumably when B-MF would be induced. Interestingly, B-MF resembles both small (S)-TAM and large (L)-TAM (which is associated with a poor disease outcome) recently identified in human colorectal liver metastasis^41^. The lipid metabolism and phagocytosis genes of B-MF (*Fasn*, *Pltp*, *Acat1*, *C1qa*, and *C1qb*) are upregulated in L-TAM, while *LDLR*, *Hmgcr* as well *S100a8*, *Vcan*, and *Thbs1* are increased in S-TAM.

Although trogocytosis or cell fusion can be mistaken as transdifferentiation^27,28^, we show that it only accounts for a very minor fraction of B-MF. Instead, the overwhelming majority of B-MF derived from highly FACS-purified CD45.2^+^ B-cell precursors of the B-cell lineage tracer Mb1-EYFP^+^ mice only expressed CD45.2 after in vitro co-differentiation with CD45.1^+^ monocyte/macrophages or adoptive transfer in tumor-bearing CD45.1^+^ mice. Our results show that at least some TAM originate from bona fide B cells besides their hitherto source, monocytes^10^. The biological relevance of this redundancy in the generation of TAM remains poorly understood; however, based on our comparisons of the side-by-side generated B-MF and Mo-MF, we think that the two macrophages may serve different purposes. Transcriptionally, B-MF preferentially upregulate the expression of genes involved in the cell cycle, fatty acid metabolism, and steroid-cholesterol biosynthesis, implying they utilize unique metabolic and inflammatory functions. Unlike Mo-MF, B-MF proliferate, i.e., self-maintain, and thus may persist longer in the tumor. B-MF markedly upregulate surface expression of LDLR, which removes extracellular cholesterol/LDL^42^, and this could explain the higher levels of intracellular cholesterol and lipids in B-MF compared to Mo-MF. Consistent with significant upregulation of genes associated with phagocytosis, M2-skewing and immunosuppressive functions (*PD-L2*, *B7-H3*, *Marco*, *TGFβ*) and downregulation of pro-inflammatory and IFNγ response genes, B-MF expresse higher levels of surface MRC1 (CD206), PD-L1 (CD274), and TGFβ/LAP and efficiently phagocytize apoptotic cells compared to Mo-MF. This efficient phagocytosis presumably occurs without overt inflammation, as LDLR-mediated cholesterol influx inhibits activation of the inflammasome^43^. 

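In the arrays of B-MF and Mo-MF after 7 days in 4T1.2-CM, the transcripts of PD-L2 and B7-H3 were lower in B-MF, and those of MARCO and TGFβ1 did not pass the test. Pdcd1lg2, which encodes PD-L2, had a log2 fold change of -5.08 (standard error 0.92, adjusted p = 0.000827) and was well above background on 1 of the 3 B-MF arrays and on all 3 Mo-MF arrays. Its size hangs on single arrays, with -6.47 without B-MF replicate 2 and -4.22 without replicate 1. Cd276, which encodes B7-H3, had one of -1.87 (standard error 0.16, adjusted p = 3.98e-06), with 1 of 3 B-MF arrays well above background. With normexp background correction Cd276 kept its direction but no longer passed. Marco, a scavenger receptor gene, differed by 0.24 (standard error 0.15, adjusted p = 0.182) and Tgfb1 by 0.15 (standard error 0.09, adjusted p = 0.186). Cd274, which encodes PD-L1, fell by 3.46 (standard error 0.04, adjusted p = 2.45e-12), from 5.84 ± 0.02 (SD, n = 3 arrays) in Mo-MF to 2.38 ± 0.02 in B-MF, and was at -1.70 ± 0.03 in BM B cells.

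**Figure D2:**
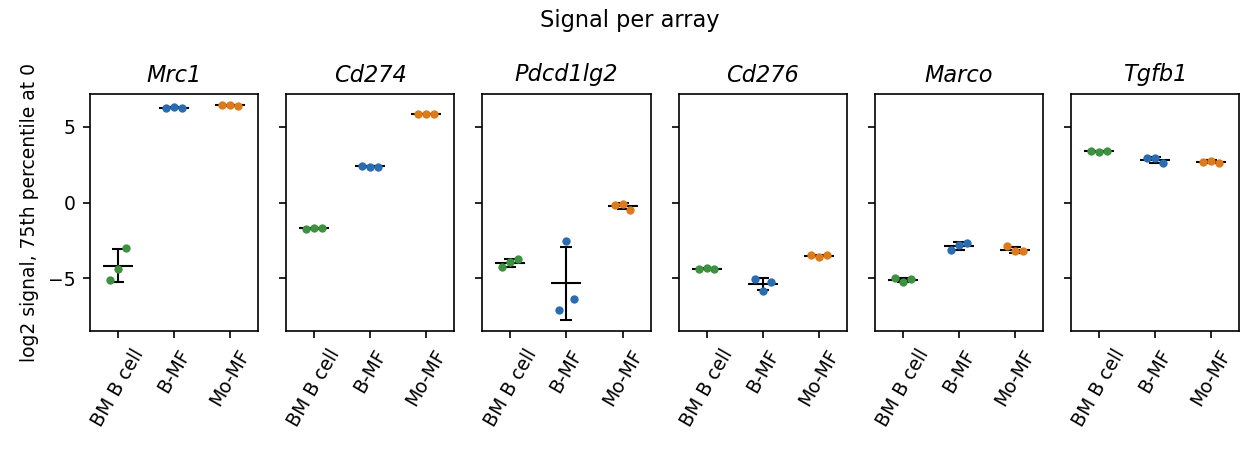
Log2 signal per array, with 0 at the 75th percentile of each array, for 6 genes in BM B cells, B-MF and Mo-MF (1 point per array, the bar is the mean and the whiskers the SD of 3 arrays). Cd274 lies between 2.37 and 2.40 in B-MF and between 5.83 and 5.86 in Mo-MF, and Mrc1 between 6.24 and 6.29 in B-MF and between 6.36 and 6.44 in Mo-MF.

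The genes of phagocytosis and efferocytosis went both ways, and camera and fgsea disagreed on them. Of 34 genes, 5 were higher in B-MF, 8 were lower and 21 did not pass (mean -0.33). Against the other genes, camera did not call the list (adjusted p = 0.274) and fgsea called it lower (adjusted p = 0.0457). The fry test, which sets a list against no change at all, gave adjusted p = 9.59e-10, lower. Such a test passes easily here, since 9162 of 14897 genes passed the adjusted p alone. Among the 34 genes, Axl and Tyro3, which encode receptors for Gas6 on phagocytes, fell by 3.77 (standard error 0.05, adjusted p = 1.66e-11) and 2.78 (standard error 0.07, adjusted p = 7.54e-10). Of 21 genes of immunosuppressive factors, 10 were lower in B-MF, none was higher and 11 did not pass (mean -1.65, adjusted p = 0.000274, a call that holds with an estimated correlation). Besides the genes of arginase 1 and PD-L2, Nt5e, which encodes CD73, was lower (-4.38), with 2 of 3 B-MF arrays well above background, and so was Il4i1 (-3.49). Of 31 genes of TGF-beta signalling, 5 were higher, 8 were lower and 18 did not pass (mean -0.37, adjusted p = 0.0819 by camera). By fry, against no change at all, the list was lower (adjusted p = 3.97e-08). Id3 was at 4.40 (standard error 0.07, adjusted p = 4.21e-11) and Pmepa1 at -5.10 (standard error 0.09, adjusted p = 4.50e-11). The IL-2 and STAT5 targets had 2 genes higher, 16 lower and 11 that did not pass (mean -1.87, adjusted p = 8.26e-08), with Socs2 (-5.16) and Cish (-4.74) among those lower. Of 21 targets of KRAS and ERK signalling, 10 were lower, led by Mmp13 (-7.12), none was higher and 11 did not pass (mean -1.37, adjusted p = 0.00202). The last 2 calls hold with an estimated correlation (adjusted p = 0.00594 and adjusted p = 0.0497). Counts adjusted over each of these lists alone were the same. B-MF and Mo-MF lay on different slides, and with slide as a block the mean was -0.29 for phagocytosis (adjusted p = 0.199) and -1.68 for immunosuppressive factors (adjusted p = 5.16e-05). The paper reasons from its side-by-side comparisons of B-MF and Mo-MF that they may serve different purposes. It proposes that B-MF promote tumor growth through T cells, and cites T-cell suppression, Treg induction, tumor growth, lung metastasis and fewer IFNγ+ CD4+ T cells in the tumor. TGFβ/LAP, PD-L1 and LDLR are named as the presumed means. The PD-L1 that it reports as higher is surface protein, while Cd274 was measured here as RNA. The arrays measure neither these effects on T cells and tumors nor the uptake of apoptotic cells, which the paper found higher in B-MF.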

Our data show that cancer generates phenotypically and functionally nonredundant TAM from BMBP and monocytes, where B-MF appear to promote cancer growth presumably by controlling antitumor T-cell responses. First, unlike Mo-MF, B-MF efficiently suppress the proliferation of T cells or induce the generation FoxP3^+^ Tregs in vitro. Second, B-MF significantly increase the growth of B16-F10 melanoma and lung metastasis of 4T1.2 breast cancer in two different strains of μMT mice. To do this, they primarily decrease tumor-retarding IFNγ^+^ CD4^+^ T cells in the tumor^31^, presumably by utilizing the B-MF-expressed immunoregulatory factors, TGFβ/LAP and PD-L1^25,26^, and LDLR. For example, LDLR may enhance the TGFβ responsiveness of target T cells by removing extracellular LDL/cholesterol that impairs TGFβ binding and thus signaling via TGFβRII/TGFβR1^44^.

We propose that cancer primarily targets a small subset of CSF1R^+^Pax5^Low^ pre-B cells and iB cells recently emigrated from BM. First, B-MF are not found in tumor-bearing mice with B-cell differentiation blockage at the pro-B-cell stage. Second, splenic transitional B cells from naïve mice do not generate B-MF regardless of their CSF1R expression state, as cancer first needs to mobilize BMBP into circulation as the source of B-MF. We and others have reported that cancers use TSLP and G-CSF to mobilize BM pre-B cells and HSPS in circulation^11,45^. We also find the chromatin accessibility landscape of BM CSF1R^+^ BMBP to be significantly more open and permissive to macrophage-differentiation signals. In contrast, CSF1R^+^ and CSF1R^−^ splenic B cells and BM CSF1R^−^ cells present a chromatin landscape that is refractory to macrophage conversion. The overwhelming majority of regions with decreased accessibility in the BM CSF1R^−^ cells remained closed in the spleen (679 of 749), presumably “locking in” the state of lymphoid lineage potential. It appears that BM CSF1R^+^ cells have a potentially more primitive, permissive chromatin state allowing for myeloid lineage transformation. The BM CSF1R^+^ cells have more accessible ERG and RUNX1 binding sites, two transcription factors expressed in myeloid and lymphoid progenitor cells^34^ and early progenitor and myeloid-committed progenitor cells^37^, respectively. Given that RUNX1 also upregulates the expression of *Csf1r* by binding to its promoter and enhancer regions^36^ and that the PAX5 deletion alone removes the repression of *Csf1r* and other myeloid lineage-specific genes and induces the BM B-cell precursor transdifferentiation^14,33^, we think that RUNX1 supports CSF1R expression in CSF1R^+^ BMBP to downregulate Pax5 in response tonic and cancer-secreted M-CSF. Given that the CSF1R^+^ BMBP in our patients with metastatic/recurrent triple-negative BC and high-grade serous OC co-express macrophage-associated genes, human cancer may also target biphenotypic B-cell precursors reported to have a macrophage-differentiation potential^15^. Overall, our data indicate that the B-cell-to-macrophage transdifferentiation is a physiological and widely utilized phenomenon. Murine and possibly human cancers target the transdifferentiation to generate immunosuppressive TAM.

## Methods

### Mice and cell lines

The animal protocol was approved by the ACUC committee of the National Institute on Aging (ASP 322-LMBI-2022) under the *Guide for the Care and Use of Laboratory Animals* (NIH Publication No. 86-23, 1985). The study used young (8–12 weeks old) female mice bred and housed in the same, specific pathogen-free environment at the National Institute on Aging (NIA). C57BL/6 J, BALB/CJ, R26R-EYFP (B6.129×1-Gt (ROSA)26Sortm1(EYFP)Cos/J), Csf1r^flox^ mice (B6.Cg-Csf1rtm1.2Jwp/J) and μMT mice (B6.129-*Ighm-tm1Cgn/J*) and J_H_T mice (J_H_T; B6.129P2-*Igh-Jtm1Cgn*/J) in C57BL/6 background mice were purchased from the Jackson Laboratory (Bar Harbor, ME); RAG2-GFP mice expressing bacterial artificial chromosome modified GFP instead of RAG2 were a gift of Dr. Michael Nussenzweig (Howard Hufhes Medical Institute, NY, NY) and reported elsewhere^46^, µMT mice in BALB/c background were a gift from Dr. Thomas Blankenstein (Max-Delbrück-Center for Molecular Medicine, Berlin, Germany)^47^. Mb1-Cre mice in C57BL/6 background (B6.C(Cg)-Cd79atm1(cre) Reth/EhobJ) were a gift from Dr. Richard Maraia (National Institute of Child Health and Human Development, Bethesda, MD)^48^. Mogp-tag mice (Mogp, spontaneous ovarian cancer model in C57BL/6 mice) were a gift from professor Dr. I. Miyoshi (Tohoku University Graduate School of Medicine, Miyagi, Japan)^6^. To create mice with B-cell-specific EYFP reporter (Mb1-EYFP) or CSF1R deletion (Mb1-CSF1R^Flox/Flox^), Mb1-cre mice were bred with R26R-EYFP and Csf1r^flox^ mice, respectively.

4T1.2 cells were a gift from Dr. Robin L. Anderson (Peter McCallum Cancer Center, Melbourne, Australia); MC38 colonic adenocarcinoma cells were a gift from Dr. Jeffrey Schlom (National Cancer Institute, Bethesda, MD)^49^; mammary carcinoma AT3 cells were a gift from professor Scott I. Abrams (Roswell Park Comprehensive Cancer Center, Buffalo, NY); ID8-p53^−/−^-RFP (ID8 or ID8-RFP) cells were a gift from professor Sharon Stack (University of Notre Dame, IN); and EMT6 cells and melanoma B16-F10 cells were purchased from American Type Culture Collection (Manassas, VA). Cells were tested free of mycoplasma with Mycoplasma Detection Kits (Lonza Basel, Switzerland; and IDEXX BioAnalytics, Columbia, MO).

### Tissues and blood processing

PBMC from healthy human donors were collected with written informed consent at the Clinical Core Laboratory, NIA, under Human Subject Protocol # 2003054 and Tissue Procurement Protocol # 2003-071; and from patients with recurrent breast and ovarian cancer^50,51^ enrolled in Phase II clinical study of prexasertib (NCT02203513) at the Clinical Center, Center for Cancer Research, National Cancer Institute. All patients, including 13 participants in this research project, provided written informed consent before enrolment and on using their samples for research. The study has been conducted in accordance with ethical principles that have their origin in the Declaration of Helsinki and are consistent with the International Council on Harmonization guidelines on Good Clinical Practice, all applicable laws and regulatory requirements, and all conditions required by a regulatory authority and/or institutional review board. The study protocol was approved by the Institutional Review Board of the Center for Cancer Research, National Cancer Institute. All experiments were performed on PBMC, which were cryopreserved after collection. Mouse BM cells were flushed out of femurs and tibias with cold cRPMI. Single-cell suspension of BM, spleen, LN was prepared with 70 µm strainer (Falcon, Bedford, MA). BM, spleen, and blood cells were treated with ACK buffer to remove red blood cells. Mouse tumor tissues were cut into 3–5 mm pieces and digested with a mouse tumor dissociation kit (Miltenyi Biotec, Bergisch Gladbach, Germany) following the manufacturer’s instructions.

### Flow cytometry (FACS)

For immune cell phenotyping, cells were pre-incubated with TruStain FcX™ solution before immunostaining with different combinations of anti-mouse or anti-human Abs (1 μg per 10^6^ cells, Supplementary Table 1) and fixable viability dye, then fixed/permeabilized with eBioscience^TM^ intracellular fixation & permeabilization buffer (Thermo Fisher, Waltham, MA). The samples were evaluated on FACSymphonyTM (BD, Franklin Lakes, NJ), Amnis ImageStreamX MKII (Millipore, Burlington, MA), or CytoFLEX (Beckman Coulter, Brea, CA). The results were analyzed with FlowJo v10(BD), IDEAS (Millipore), or Cytoexpert 2.3 (Beckman).

### Immunofluorescent staining

Dissected tumors from mice were fixed with 4% PFA in PBS for 24 h and then transferred to 30% sucrose in PBS for about 2 days until the tissue sank to the bottom of 15 ml Falcon tubes. Tumors were embedded in OCT compound, frozen on dry ice, and stored at −80 °C before cryosection. Ten micrometer thick sections were prepared and adhered to superfrost glass slides. After three washes with PBS, the tumor slices were incubated in 0.3 M glycine in PBS for 30 min and then blocked and permeabilized with IF buffer (5% donkey serum, 2% BSA, and 0.1% Triton X-100 in PBS) for 60 min at room temperature (RT). Tumors slices were incubated with anti-CD19 (abcam, Cat # ab245235, dilution 1:100, final concentration 4.6 µg/ml) and anti-CD68 (abcam, Cat # ab53444, dilution 1:300, final concentration 3.3 µg/ml) antibodies for 24 h at 4 °C. After three washes with PBS, the slices were incubated with donkey anti-rabbit IgG H&L Alexa Fluor 488 (Abcam, Cat # ab150073, dilution 1:500, final concentration 4 µg/ml) and donkey anti-rat IgG H&L Alexa Fluor 568 (Abcam, Cat # ab175475, dilution 1:500, final concentration 4 µg/ml) at RT for 2 h. After washing with PBS three times, slides were mounted with ProLong™ Diamond Antifade Mountant with DAPI (Invitrogen) and imaged using a Zeiss LSM 710 confocal microscope.

### Cancer CM media preparation and cytokine quantification

Cells were cultured in RPMI1640 or DMEM (for ID8 cells) supplemented with 10% FBS, 1× HEPES, sodium pyruvate, nonessential amino acids solution, penicillin–streptomycin–glutamine (Gibco, Gaithersburg, MD), and 55 mmol/L β-mercaptethanol in T75 flask to 70–80% confluency. CM was collected after 5 min centrifugation at 1500 rpm, filtered with 0.2 µm filter, and stored at −80 °C as single-use aliquots. For cytokine tests, confluent cells were cultured with RPMI without FBS for 24 h. Mouse serum was collected using BD Microtainer® Tubes following the manufacturer′s instruction. Cytokines and M-CSF in filtered CM or sera were evaluated with Quantikine ELISA kit (R&D, Minneapolis, MN) or with Proteome Profiler Mouse XL Cytokine Array (R&D). Images were captured and analyzed with Fiji software.

### B-MF conversion assay

BM Lin^−^ (TER119, CD11b, Gr-1, CD3ε, NK1.1 or CD49b, Ly6C, Ly6G, CD11c)^−^ CD19^+^ B cells were isolated from C57BL/CJ or BALB/CJ mice using FACSAria^TM^ Fusion sorter and 10^6^/ml B cells were cultured in 50% cancer CM in cRPMI for 7 days in Nunc™ Multidishes with UpCell™ Surface (Thermo Fisher) without changing media for 7 days. 70z/3 pre-B cells (10^5^/ml) were cultured in 50% cancer CM for up to 30 days with a replenishing culture medium every 3–4 days. Adherent cells (macrophages) were harvested by detaching them at 4 °C for 15 min in PBS. For Giemsa staining, B-MF was fixed with ethanol for 5 min, and Wright-Giemsa stained according to the manufacturer’s instructions. CSF1R receptor signaling was blocked with Ki20227 (R&D).

### In vitro assays

For bacterial uptake assay, E. coli (Thermo Fisher) labeled with pHrodo™ red (0.1 mg/ml) were cultured with B-MF generated from RAG2-GFP for 2 h. Cells were washed with PBS, fixed with 4% formaldehyde, and stained with DAPI. For phagocytosis of apoptotic cancer cells, ID8-RFP cells (10^6^/ml) were pretreated with 300 nM gemcitabine hydrochloride (Sigma, St. Louis, MO) for 24 h, then washed with PBS and cultured with macrophages for 2 h. Macrophages were stained with anti-F4/80-FITC Ab, and DAPI and phagocytosis was evaluated using Zeiss LSM 710 (Carl Zeiss AG, Jena, Germany) and analyzed with Fiji software. For macrophage proliferation test, BrdU (10 μM, BD) was added to macrophage cultures on day 5, and the BrdU incorporation was quantified on day 7 using FACSymphony^TM^ and analyzed by FlowJo.

T-cell suppression assay was described elsewhere^12^. Briefly, splenic T cells isolated with CD3^+^ T-cell enrichment column (R&D) were labeled with eFluor^TM^ 450 and cultured with macrophages at 1:10, 1:20, and 1:40 E:T ratios in 96-well flat-bottom plates coated with 5 μg/ml anti-mouse CD3e antibody (clone 145-2C11, BD) and free anti-mouse CD28 antibody (2 μg/ml, clone 37.51, BD) for 4 days. The Treg conversion assay was described elsewhere^5^. In brief, FACS-sorted splenic CD4^+^CD25^−^ T cells were cultured with macrophages at 1:5, 1:10, and 1:20 E:T ratios in plates coated with 5 μg/ml anti-mouse CD3e antibody and free recombinant murine IL-2 (5 ng/ml, PeproTech, Rocky Hill, NJ) in for 5 days. Control T cells were cultured with recombinant mouse TGF-β1 (5 ng/ml, R&D) in cRPMI without macrophages.

### In vivo experiments

For evaluation of macrophages in vivo, tumor cells were subcutaneously injected into congenic mice, such as 4T1.2 cells and EMT6 cells (1 × 10^6^) in BALB/cJ and μMT mice, and B16-F10, and AT3 and MC38 cells (1 × 10^6^) in C57BL/6 J, J_H_T or Mb1-EYFP mice. ID8-p53^−/−^-RFP cells (5 × 10^6^) were i.p. injected into C57BL/6 J mice. Spontaneous Mogp cancer grows in the peritoneum of C57BL/6^6^. For in vivo B-MF generation study, C57BL/6 J mice with ID8-p53^−/−^-RFP cells (5 × 10^6^) in PeC were i.p. injected with BM Lin^−^CD19^+^EYFP^+^ B cells (5 × 10^6^) sort-purified from Mb1-cre-EYFP mice and then 7 days later, the PeC lavage cells were FACS evaluated. To evaluate the tumor-supporting role of B-MF in vivo, μMT mice were intravenously injected with 3 × 10^5^ in vitro-generated B-MF or PBS 3 and 7 days after subcutaneous challenge with B16-F10 melanoma cells (day 0) or 4T1.2 breast cancer cells (0.5 × 10^5^) in the fourth mammary gland and the lungs were analyzed as we previously described^5,6^. Tumor volume (V = a × b, mm^2^) for B16 melanoma was measured on days 11, 14, 16, 18, and 21, and on day 21, mice were euthanized to evaluate tumor weight and T cells. For B-MF tracking experiment, in vitro-generated B-MF from BALB/c mice were eFluor^TM^ 450 labeled and i.v. injected (5 × 10^5^ cells/mouse) into μMT BALB/c mice with 14-day s.c. 4T1.2 tumor. To compare B-MF to B cells, μMT BALB/c mice were i.v. injected with naïve BALB/c mouse in vitro-generated B-MF or FACS-purified FOB (3 × 10^5^ cells/mouse) 3 and 7 days after s.c. challenge with 4T1.2 cells. Lung mets and TILs were quantified at day 30 post-tumor challenge.

### Cellular cholesterol content quantification

Macrophages were fixed with 4% formaldehyde solution in TBS for 5 min, then after TBS washes, they were incubated with Filipin III at 1:100 dilution in TBS (5 mg/ml stock in 100% ethanol, Cayman, Ann Arbor, MI) for 60 mins in the dark. Cells were washed with TBS, and lipids were quantified with Zeiss LSM 710 and Fiji software, as described above.

### mRNA microarray

For the collected biological samples, the standard RNA extraction protocol was performed by RNeasy Plus Micro kits (QIAGEN, Hilden, Germany), and genome-wide expression was measured using the Agilent platform (Mouse 8X60K v2 and Hs 8X60K v3, Agilent, Santa Clara, CA, USA) according to the manufacturer's instruction. Principal Component Analysis (PCA) was performed using the Prcomp R function with expression values. Differentially expressed genes (DEGs) were assessed using the moderated (empirical Bayesian) *t*-test implemented in the limma package (version 3.14.4)^52^, and correction for multiple hypothesis testing was accomplished by calculating the Benjamini–Hochberg false discovery rate. Enriched pathways were discovered by GSEA tool^53^ with Molecular Signature Database v7.4. All microarray analyses were performed using the R environment for statistical computing (version 3.6.2).

### scRNA-seq

Sort-purified single-cell suspensions were loaded into a 10× Chromium controller (10x Genomics, Pleasanton, CA, USA) and converted to a barcoded single-cell RNA expression library according to the standard protocol of the Chromium Next GEM Single cell 3’ kit (v3.1 chemistry) in Laboratory of Immunology and Molecular Biology, National Institute on Aging, and the single-cell 3’ gene expression libraries were sequenced on NovaSeq 6000 (Illumina, San Diego, CA, USA) in the Genomics Core facility of the Johns Hopkins School of Medicine. Raw sequencing data were processed using the Cell Ranger version 5.0 (10x Genomics, Pleasanton, CA, USA) pipeline. The raw gene expression matrix was normalized and scaled using the SCTransform method^54^ in the Seurat R package (version 4.0)^55^. The minimum number of detected genes was set to 1000, and genes were chosen when they were detected in more than three cells. Dimension reduction was performed using principal component analysis (PCA). For visualizing the generated clustering, we used the Uniform Manifold Approximation and Projections (UMAP) plot. We defined clusters with a leiden algorithm using shared nearest neighbor (SNN) in PCA space. From in vitro B-MF and Mo-MF, we generated a total of 12 clusters for in vitro samples (0–11). Integration of in vivo samples with canonical correlation analysis (CCA) was performed, and we generated 13 clusters for in vivo tumor macrophage samples (0–12). Finally, we performed a nonparametric Wilcoxon rank-sum test to search for highly expressed genes in the clusters. In addition, human tumor single-cell transcriptomes were downloaded from GEO (GSE114725, and GSE146026) and also processed with the same pipeline described. We used only macrophage clusters for downstream analysis. All single-cell analyses were performed using the R environment for statistical computing (version 4.0.5).

### ATAC-seq

We utilized a Hi-Seq 2000 machine to sequence the ATAC-seq libraries (Illumina, San Diego, CA). We prepared 12 pair-end ATAC-seq libraries including BM CSF1R (±) and Spleen CSF1R (±) samples (*n* = 3 per group). In total, 369 M reads were sequenced, and average 31 M reads were sequenced per sample. We applied NIEHS TaRGETII ATAC-seq pipelines, which are available to the genomics community. All raw reads were trimmed using cutadapt package, and trimmed reads (>36 bp minimum alignment length) were mapped against the mm10 reference genome using BWA aligner^56^. We used de-duplicated and uniquely mapped reads for peak calling analysis after excluding black-list regions defined by ENCODE^57^. The candidate peaks were predicted by MACS peak calling tool^58^. In addition, we also applied the DESeq2^59^ to determine differentially accessible regions (DARs); cutoff: Fold change > 1.5, log2CPM > 1.2, FDR < 0.05. The differentially accessible regions were submitted for the search of potential transcription factor binding sites using HOMER software^60^. We used non-DARs as background regions in de novo motif analysis.

### Statistical analysis

The results are presented as the mean with each individual data point or in bar graph ± SEM. GraphPad Prism (Prism 6; GraphPad Software, Inc) was used to perform statistical analysis. Data were analyzed using Welch *t*-test or one-way ANOVA. A *P*-value less than 0.05 was considered significant (****P < 0.0001, ***P < 0.001, **P < 0.01, and *P < 0.05).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The authors declare that the data that support the findings of this study are available within the Article and its Supplementary Information file. RNA-seq and ATAC-seq data are deposited in https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178716 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180285. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Ganti SN, Albershardt TC, Iritani BM, Ruddell A (2015). Regulatory B cells preferentially accumulate in tumor-draining lymph nodes and promote tumor growth. Sci. Rep..

[2] Lee-Chang C (2016). Aging converts innate B1a cells into potent CD8+ T cell inducers. J. Immunol..

[3] Gu Y (2019). Tumor-educated B cells selectively promote breast cancer lymph node metastasis by HSPA4-targeting IgG. Nat. Med..

[4] Li Q (2011). Adoptive transfer of tumor reactive B cells confers host T-cell immunity and tumor regression. Clin. Cancer Res..

[5] Olkhanud PB (2011). Tumor-evoked regulatory B cells promote breast cancer metastasis by converting resting CD4^+^ T cells to T-regulatory cells. Cancer Res..

[6] Bodogai M (2015). Immunosuppressive and prometastatic functions of myeloid-derived suppressive cells rely upon education from tumor-associated B cells. Cancer Res..

[7] Olkhanud PB (2011). Thymic stromal lymphopoietin is a key mediator of breast cancer progression. J. Immunol..

[8] Wejksza K (2013). Cancer-produced metabolites of 5-lipoxygenase induce tumor-evoked regulatory B cells via peroxisome proliferator-activated receptor alpha. J. Immunol..

[9] Kusmartsev S, Gabrilovich DI (2006). Effect of tumor-derived cytokines and growth factors on differentiation and immune suppressive features of myeloid cells in cancer. Cancer Metastasis Rev..

[10] Movahedi K (2010). Different tumor microenvironments contain functionally distinct subsets of macrophages derived from Ly6C(high) monocytes. Cancer Res..

[11] Ragonnaud E (2019). Tumor-derived thymic stromal lymphopoietin expands bone marrow B-cell precursors in circulation to support metastasis. Cancer Res..

[12] Olkhanud PB (2009). Breast cancer lung metastasis requires expression of chemokine receptor CCR4 and regulatory T cells. Cancer Res.

[13] Xie H, Ye M, Feng R, Graf T (2004). Stepwise reprogramming of B cells into macrophages. Cell.

[14] Nutt SL, Heavey B, Rolink AG, Busslinger M (1999). Commitment to the B-lymphoid lineage depends on the transcription factor Pax5. Nature.

[15] Audzevich T (2017). Pre/pro-B cells generate macrophage populations during homeostasis and inflammation. Proc. Natl Acad. Sci. USA.

[16] Lelekakis M (1999). A novel orthotopic model of breast cancer metastasis to bone. Clin. Exp. Metastasis.

[17] Stanley ER, Cifone M, Heard PM, Defendi V (1976). Factors regulating macrophage production and growth: identity of colony-stimulating factor and macrophage growth factor. J. Exp. Med..

[18] Almeida SR (2001). Mouse B-1 cell-derived mononuclear phagocyte, a novel cellular component of acute non-specific inflammatory exudate. Int. Immunol..

[19] Liu Z, Gu Y, Shin A, Zhang S, Ginhoux F (2020). Analysis of myeloid cells in mouse tissues with flow cytometry. STAR Protoc..

[20] Kitamura D, Roes J, Kuhn R, Rajewsky K (1991). A B cell-deficient mouse by targeted disruption of the membrane exon of the immunoglobulin mu chain gene. Nature.

[21] Gimpl G (2010). Cholesterol-protein interaction: methods and cholesterol reporter molecules. Subcell. Biochem..

[22] Chen J (1993). Immunoglobulin gene rearrangement in B cell deficient mice generated by targeted deletion of the JH locus. Int. Immunol..

[23] Holness CL, da Silva RP, Fawcett J, Gordon S, Simmons DL (1993). Macrosialin, a mouse macrophage-restricted glycoprotein, is a member of the lamp/lgp family. J. Biol. Chem..

[24] Hobeika E (2006). Testing gene function early in the B cell lineage in mb1-cre mice. Proc. Natl Acad. Sci. USA.

[25] Chen W, Ten Dijke P (2016). Immunoregulation by members of the TGFbeta superfamily. Nat. Rev. Immunol..

[26] Francisco LM, Sage PT, Sharpe AH (2010). The PD-1 pathway in tolerance and autoimmunity. Immunol. Rev..

[27] Schriek P (2022). Marginal zone B cells acquire dendritic cell functions by trogocytosis. Science.

[28] Nygren JM (2004). Bone marrow-derived hematopoietic cells generate cardiomyocytes at a low frequency through cell fusion, but not transdifferentiation. Nat. Med..

[29] Viola A, Munari F, Sanchez-Rodriguez R, Scolaro T, Castegna A (2019). The metabolic signature of macrophage responses. Front. Immunol..

[30] Xiang W (2018). Monoacylglycerol lipase regulates cannabinoid receptor 2-dependent macrophage activation and cancer progression. Nat. Commun..

[31] Xie Y (2010). Naive tumor-specific CD4(+) T cells differentiated in vivo eradicate established melanoma. J. Exp. Med..

[32] Ohno H (2006). A c-fms tyrosine kinase inhibitor, Ki20227, suppresses osteoclast differentiation and osteolytic bone destruction in a bone metastasis model. Mol. Cancer Ther..

[33] Delogu A (2006). Gene repression by Pax5 in B cells is essential for blood cell homeostasis and is reversed in plasma cells. Immunity.

[34] Ng AP (2020). An Erg-driven transcriptional program controls B cell lymphopoiesis. Nat. Commun..

[35] Taoudi S (2011). ERG dependence distinguishes developmental control of hematopoietic stem cell maintenance from hematopoietic specification. Genes Dev..

[36] Himes SR, Cronau S, Mulford C, Hume DA (2005). The Runx1 transcription factor controls CSF-1-dependent and -independent growth and survival of macrophages. Oncogene.

[37] Corces MR (2016). Lineage-specific and single-cell chromatin accessibility charts human hematopoiesis and leukemia evolution. Nat. Genet..

[38] Azizi E (2018). Single-cell map of diverse immune phenotypes in the breast tumor microenvironment. Cell.

[39] Izar B (2020). A single-cell landscape of high-grade serous ovarian cancer. Nat. Med..

[40] Wynn TA, Chawla A, Pollard JW (2013). Macrophage biology in development, homeostasis and disease. Nature.

[41] Donadon, M. et al. Macrophage morphology correlates with single-cell diversity and prognosis in colorectal liver metastasis. *J. Exp. Med.***217**, e20191847 (2020).10.1084/jem.20191847PMC759681932785653

[42] Jeon H, Blacklow SC (2005). Structure and physiologic function of the low-density lipoprotein receptor. Annu. Rev. Biochem..

[43] Madenspacher, J. H. et al. Cholesterol 25-hydroxylase promotes efferocytosis and resolution of lung inflammation. *JCI Insight***5**, e137189 (2020).10.1172/jci.insight.137189PMC730806332343675

[44] Chen CL, Huang SS, Huang JS (2008). Cholesterol modulates cellular TGF-beta responsiveness by altering TGF-beta binding to TGF-beta receptors. J. Cell Physiol..

[45] Shojaei F (2009). G-CSF-initiated myeloid cell mobilization and angiogenesis mediate tumor refractoriness to anti-VEGF therapy in mouse models. Proc. Natl Acad. Sci. USA.

[46] Yu W (1999). Continued RAG expression in late stages of B cell development and no apparent re-induction after immunization. Nature.

[47] Qin Z (1998). B cells inhibit induction of T cell-dependent tumor immunity. Nat. Med..

[48] Gaidamakov S (2014). Targeted deletion of the gene encoding the La autoantigen (Sjogren’s syndrome antigen B) in B cells or the frontal brain causes extensive tissue loss. Mol. Cell Biol..

[49] Hand PH, Robbins PF, Salgaller ML, Poole DJ, Schlom J (1993). Evaluation of human carcinoembryonic-antigen (CEA)-transduced and non-transduced murine tumors as potential targets for anti-CEA therapies. Cancer Immunol. Immunother..

[50] Gatti-Mays ME (2020). A phase II single arm pilot study of the CHK1 inhibitor prexasertib (LY2606368) in BRCA wild-type, advanced triple-negative breast cancer. Oncologist.

[51] Lee JM (2018). Prexasertib, a cell cycle checkpoint kinase 1 and 2 inhibitor, in BRCA wild-type recurrent high-grade serous ovarian cancer: a first-in-class proof-of-concept phase 2 study. Lancet Oncol..

[52] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[53] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[54] Hafemeister C, Satija R (2019). Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. Genome Biol..

[55] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[56] Li H, Durbin R (2010). Fast and accurate long-read alignment with Burrows-Wheeler transform. Bioinformatics.

[57] Amemiya HM, Kundaje A, Boyle AP (2019). The ENCODE Blacklist: identification of problematic regions of the genome. Sci. Rep..

[58] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[59] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[60] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

# Supplementary material for: Cancer co-opts differentiation of B-cell precursors into macrophage-like cells
**Source:** Nat Commun. 2022 Sep 14;13:5376. doi: 10.1038/s41467-022-33117-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

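Transcripts of early B cells were far lower in B-MF than in BM B cells, and those of macrophages were higher. Vpreb1 and Dntt, a surrogate light chain gene and the gene of terminal transferase, fell by 11.11 (standard error 0.17, adjusted p = 1.34e-12) and 10.99 (standard error 0.40, adjusted p = 1.38e-09) on the log2 scale. Igll1, the other surrogate light chain gene, was at least 2492-fold lower and Lef1 at least 2676-fold lower, since neither was well above background in B-MF. The chemokine genes Ccl2 and Ccl6 rose by 12.34 (standard error 0.09, adjusted p = 1.71e-14) and 11.81 (standard error 0.11, adjusted p = 6.84e-14), and Ccl7, not well above background in BM B cells, was at least 7356-fold higher. In all, 3681 genes were higher and 3460 lower of 14897 tested.
Of 26 B cell genes, 25 were lower in B-MF, none was higher and Tnfrsf13b did not pass (list mean -6.19, adjusted p = 1.20e-08). Cd19 fell from a level of 6.02 ± 0.11 (SD, n = 3 arrays) to -3.59 ± 0.18, Ms4a1, which encodes CD20, from 4.43 to -2.48, and Pou2af1, a coactivator of B cell transcription, had a log2 fold change of -10.91 (standard error 0.45, adjusted p = 3.73e-09). Cd79a was not well above background on any B-MF array and was at least 264-fold lower. Pax5, the factor that keeps B cell identity, fell by 2.57 (standard error 0.16, adjusted p = 8.99e-08). Its level was only -0.23 in BM B cells, and that in B-MF (-2.80) was near that in Mo-MF (-3.01). Of 18 pro-B and pre-B cell genes, 17 were lower and 1 did not pass, Cd93 (0.54, standard error 0.05, adjusted p = 1.31e-06). Cd93 was also high in Mo-MF (6.92, against 7.31 in B-MF), so its level does not mark a B cell origin. The array has no probe matched to Ighm or Ighd. Of 44 core macrophage genes, 43 were higher. Among markers of other myeloid cells, 18 of 20 neutrophil genes were higher and 2 lower (mean 4.67, adjusted p = 8.92e-05), and 12 of 16 monocyte genes were higher and 1 lower (mean 4.26, adjusted p = 9.08e-05). The lists of dendritic cells (3 higher, 7 lower of 16, mean -0.85, adjusted p = 0.341), mast cells and basophils (1 higher, 6 lower of 11, mean -1.46, adjusted p = 0.126) and eosinophils (3 higher, 3 lower of 8, mean -0.21, adjusted p = 0.896) did not pass. The myeloid transcription factor Cebpb rose by 7.68 (standard error 0.07, adjusted p = 3.39e-14) and Cebpa was at least 125-fold higher, while Cebpg differed by -0.41 (standard error 0.05, adjusted p = 6.02e-05), under the 2-fold minimum. Csf1, which encodes M-CSF itself, rose by 1.83 (standard error 0.04, adjusted p = 5.33e-11). Phagocytosis and efferocytosis genes were higher in 27 of 34 cases and lower in 1, with Trem2 (11.39) and Gas6 (12.00) among the largest (mean 5.41, adjusted p = 1.06e-08). Of 32 lysosome genes, 30 were higher, including Ctsl (7.34), and 1 was lower (mean 3.35, adjusted p = 2.04e-09, and adjusted p = 0.0745 with an estimated correlation). Type I interferon response genes such as Oas2 (8.33) and Rtp4 (7.69) were higher in 25 of 27 cases and lower in 1 (mean 4.43, adjusted p = 6.04e-09). All 40 genes of G2/M phase and mitosis were lower in B-MF than in the BM B cells kept in B-cell medium, with Nusap1 at -3.14 and Hmgb2 at -3.04 (mean -1.92, adjusted p = 5.09e-11), and Mki67 fell by 2.33 (standard error 0.06, adjusted p = 7.06e-11). Within the slide that holds both groups, fitted without the other slide, 3642 genes were higher and 3439 lower.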

Description: Differential expression of genes of in vitro generated B-MF (BBCM4TCM) as compared to BM B cells culture in B-cell medium. Microarray data.

File Name: Supplementary Data 2

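The genes with the largest differences between B-MF and Mo-MF have varied functions. Slc40a1, which encodes the iron exporter ferroportin, had a log2 fold change of 5.26 (standard error 0.12, adjusted p = 2.87e-10), and Cd5l, which encodes a secreted protein of tissue macrophages, had one of 4.13 (standard error 0.13, adjusted p = 3.03e-09). Tubb2b (4.22) and Pcp4l1 (4.04) were also among the 6 largest rises. Fbln5 and Cdkn2a, not well above background in Mo-MF, were at least 43.0-fold and 42.4-fold higher in B-MF. On the other side, Serpinb2, an inhibitor of plasminogen activators, fell by 6.17 (standard error 0.14, adjusted p = 2.80e-10), Sphk1, which encodes sphingosine kinase 1, by 6.03 (standard error 0.23, adjusted p = 1.22e-08) and Ly6i by 6.07 (standard error 0.14, adjusted p = 3.64e-10). Ccn3 was at least 805-fold lower, Tnfrsf9, which encodes the costimulatory receptor 4-1BB, at least 434-fold and Rbp4 at least 79.8-fold, since none of them was well above background in B-MF.
Some B cell transcripts remained detectable in B-MF. Of 26 B cell genes, 9 were higher in B-MF than in Mo-MF, 3 were lower and 14 did not pass (mean 0.76, median 0.28, adjusted p = 0.0612). With bounds in place of the folds of genes not well above background, the mean was 0.48. With slide as a block the list was called higher (mean 0.88, adjusted p = 0.0385). Cd19 was well above background on all 3 B-MF arrays and on no Mo-MF array and was at least 3.08-fold higher, Ms4a1 at least 6.62-fold, Fcmr, which encodes the IgM Fc receptor, at least 11.4-fold and Tnfrsf13c, which encodes the BAFF receptor, at least 2.45-fold. Cd79a was not well above background in either cell type. Pax5 did not pass (0.20, standard error 0.16, adjusted p = 0.297). The paper's table for this comparison lists 382 genes, 139 higher and 243 lower. Of these, 360 could be tested here, 352 had the same sign here as in the paper's table and 339 were counted as changed, and the median absolute difference between the log2 fold changes was 0.016. A further 2101 genes were counted as changed here and are not in the paper's table, for which the paper's text names no threshold of its own. The lowest absolute value in that table is 1.5, while genes are counted here from a log2 fold change of 1.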

Description: Differential expression of genes of in vitro generated B-MF (BBCM4TCM) as compared to monocyte-derived macrophages. Microarray data.

File Name: Supplementary Data 3

Description: Unique scRNA-seq transcription profile of B-MF as compared to Mo-MF.

How the deposited data were processed for this re-analysis (not part of the article)

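Gene expression was measured on 12 one-colour (Cy3) Agilent mouse arrays, 3 each of BM B cells in B-cell medium, B-MF, Mo-MF and monocytes in macrophage medium, all after 7 days of culture. Each scanner file holds 62976 features, of which 3671 are control spots and 59305 carry the 56605 probes used. The files were written by Feature Extraction 12.0.3.1, which subtracts background and detrends the signal within each array and does not scale between arrays. Per the file headers, the deposited signal intensities are linear, background-subtracted and detrended within the array, and the authors did not scale them between arrays. No spot was saturated, and 51.2 to 57.5% of the non-control spots of an array were well above background. The 75th percentile of the processed signal lay between 704.8 and 1084, over a local background of 31 to 36. The arrays of 1 group correlated at 0.987 to 0.997 with each other (across probes, which are not independent replicates). B-MF replicate 2 had the most spots with an outlier flag, 383. The series' own table of values holds 25193 spots per array. As deposited by the authors, its values are a z-score within each array of the log of the processed signal, centred and divided by the standard deviation over the listed spots, with a log base that the score cannot show, with medians from -0.08 to -0.04, and was used only as an alternative after multiplication by 1 common factor.

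Spots with an outlier flag were left out, replicate spots of a probe were averaged, and the log2 processed signal was set to 0 at the 75th percentile of each array. The accession of each probe in the files, without its version, was matched to the gene symbols of the RefSeq annotation of GRCm38.p6, which gave a symbol for 32994 probes (58.3%) and 22911 genes. The grid of the arrays names an older mouse build, so no coordinates are given. Probes were kept when well above background on all 3 arrays of at least 1 group. Each gene was read from the kept probe with the highest mean signal, which left 14897 genes to test (6558 of them with more than 1 matched probe). Of the 14897 genes, 163 had a missing value on an array.

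One limma model (limma 3.58.1, R 4.3.3) with the 4 groups was fitted to the 12 arrays, which leaves 8 residual degrees of freedom, and 5 comparisons were made with its moderated test and the Benjamini-Hochberg correction within each comparison. The paper's methods name limma's moderated test, the Benjamini-Hochberg correction, prcomp and GSEA with the Molecular Signatures Database. Its text names neither a threshold nor a normalization specific to the arrays, and its general statistics section counts a P under 0.05 as significant. A gene was counted as changed at an adjusted p under 0.05 and a log2 fold change of at least 1. Where a gene was well above background on no array of a group, its fold is given as a lower bound. The level on each of those arrays was set to the lowest signal of any probe well above background there, or to the gene's own signal where that was higher. The 42 lists hold 919 genes, some of them in more than 1 list, and 854 were tested. They were written by hand from textbook knowledge and are not the sets of the Molecular Signatures Database, which was not available. Lists were tested with camera at a preset correlation of 0.01, and again with the correlation estimated from the residuals. The PCA used the 14783 genes without missing values on the 9 arrays of B-MF, Mo-MF and BM B cells.

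The genes named are those that the paper names, the 6 largest rises and falls of a comparison among genes well above background in both groups, the 3 largest rises and falls given as bounds, up to 4 changed members of each list described and 1 that goes the other way, and members of the MHC class II, cytokine receptor and lineage transcription factor lists. Not every gene that this rule allows is named. Tnfrsf13b, Fcmr, Tnfrsf13c (against BM B cells), Spint2 and Rps24 fall outside it and were chosen after their values were seen. The supplementary table of B-MF against monocyte-derived macrophages had been seen when the rule was written.

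The method was tested on simulated data with normal noise, drawn independently for each gene at its residual standard deviation. Correlation between genes, outlying arrays and unequal spread between groups were not simulated. Of 100 genes changed by 1.5 log2 units in the comparison of B-MF with Mo-MF, 91 were called in the right direction, and 94 of 100 changed by 2.5, with 2 calls among 14494 unchanged genes. The alternatives were normexp background correction with an offset of 50, quantile and median normalization, the series' own table of values, no filter on dim probes, a filter of well above background on all 12 arrays, the mean over the probes of a gene, only the groups compared, the slide or the replicate number as a block, an intensity trend with a robust prior, array weights, each replicate left out in turn and no minimum fold change, and for the lists camera with an estimated correlation, fry and fgsea 1.28.0 on genes ranked by the moderated statistic. The normexp correction used the median signal of each spot, because the files hold no mean signal. No accession-free probe entered the comparisons except in 1 added alternative. The human arrays and the arrays of tBregs that the paper also reports are not in these files, nor are the scRNA-seq and ATAC-seq data.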

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

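The fit within 1 slide in this part was chosen after the data were seen, and the other tests were set before. The series holds 3 arrays of cells kept for 7 days in macrophage medium with M-CSF, which the paper's text does not analyse, and both comparisons with them are given here. Their sample records call them BM monocytes, while the design text of the series calls them, and the Mo-MF arrays, macrophages derived from BM pre-B cells. This conflict stays open, and what both comparisons and slide as a block mean depends on it.

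Against these cells, 1347 genes differed in Mo-MF, the monocytes cultured in 4T1.2-CM (689 higher, 658 lower). The neutrophil chemokine genes Ppbp and Cxcl3 had log2 fold changes of 8.38 (standard error 0.10, adjusted p = 4.28e-11) and 6.75 (standard error 0.43, adjusted p = 1.16e-06), and Arg1 one of 5.10 (standard error 0.13, adjusted p = 2.96e-09). Of 27 type I interferon response genes, 17 were higher in Mo-MF, including Ifit2 (2.20) and Isg15 (1.97), and none was lower (mean 1.23, adjusted p = 1.07e-13). Of 21 targets of KRAS and ERK signalling, 11 were higher and none was lower, with Mmp9 at 3.55 (mean 1.01, adjusted p = 2.17e-06). Markers of neutrophils (10 of 20 higher, 1 lower, mean 1.19, adjusted p = 0.000652) and of monocytes (7 of 16 higher, 1 lower, mean 0.79, adjusted p = 0.00279) were higher in Mo-MF as well. The genes of dendritic cells and antigen presentation went the other way. Cd209a fell by 4.41 (standard error 0.20, adjusted p = 1.00e-07), 11 of 16 dendritic cell genes were lower (mean -1.84, adjusted p = 2.83e-05), and 8 of 11 MHC class II genes were lower, with Ciita, their main activator, at -1.81 (mean -1.24, adjusted p = 6.45e-07). Ear2, which encodes a ribonuclease of eosinophils and macrophages, fell by 5.65 (standard error 0.23, adjusted p = 4.70e-08). These 6 list calls hold with an estimated correlation. With slide as a block, 1179 genes differed. The slide that holds the 3 Mo-MF arrays has only 1 array in macrophage medium, so that no count of genes within it is given.

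B-MF differed from the monocytes in macrophage medium in 2603 genes (985 higher, 1618 lower). Cholesterol biosynthesis genes were higher in 15 of 20 cases and lower in none (mean 1.23, adjusted p = 1.15e-08), with Lss at 2.32, and so were 36 of 40 genes of G2/M phase and mitosis (mean 1.85, adjusted p = 1.17e-19), with Bub1b at 2.77. MHC class II genes were lower in 10 of 11 cases, 1 of them not well above background in either group (mean -3.83, adjusted p = 2.29e-08), with H2-Ab1 at -5.00, and dendritic cell genes in 13 of 16 (mean -3.81, adjusted p = 3.20e-07), with Ccr7 at -8.20. Of 27 type I interferon response genes, 1 was lower and 26 did not pass (mean -0.19, adjusted p = 0.353). The calls for these first 4 lists hold with an estimated correlation. Within the slide that holds B-MF and 2 of the arrays in macrophage medium, 2517 genes differed (989 higher, 1528 lower), and with slide as a block over all arrays 2555 did. With median normalization the median of all genes was 0.35 and 61.6% of the changed genes were higher, against 0.01 and 37.8%, and 48.0% of them were higher in the series' own table of values.

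Each comparison has 10 splits of its 6 arrays into 3 and 3, too few for a share under 0.05. Every split but the real one mixes both groups, so a low count there follows from any difference between them, whatever its cause. The real split gave 1347 genes in the first comparison and the highest of the others 1. In the second the real split gave 2603 and the highest of the others 2.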

How the results depend on the processing

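The fits within 1 slide and the inclusion of probes without a matched accession were chosen after the data were seen, and the other alternatives were set before. The counts of changed genes are of B-MF against Mo-MF, B-MF against BM B cells, Mo-MF against BM B cells, Mo-MF against monocytes in macrophage medium and B-MF against the latter, in this order.

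Without a minimum fold change the counts were 9162, 12442, 12809, 7013 and 9237, since small changes pass. With unmatched probes included they were 4268, 12183, 13011, 2256 and 4881, since more probes were tested. With a filter of well above background on all 12 arrays, which tests fewer genes (11761), the first count was 1325, the last 2 were 579 and 1482, and 2150 genes were higher in both B-MF and Mo-MF than in BM B cells, against 3251. With normexp background correction the first count was 1548 and the last 2 were 778 and 1728, and in the series' own table of values the first was 1620 and the fourth 779. The cause was not tested for the last 2 settings. All other alternatives left each count within 1.5 times its value. The between-group share of variance on the PCA was 87.1 to 98.3% over its 10 alternatives.

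Of the 42 lists tested in B-MF against Mo-MF, 18 were carried through the alternatives, and the others, such as MHC class II, type I interferon and other myeloid markers, were run again only with an estimated correlation, fry, fgsea and slide as a block. Of the 18, 11 kept their direction and their side of the threshold under all 22 alternatives: cholesterol biosynthesis (means 1.80 to 2.21), fatty acid synthesis (1.08 to 1.57), fatty acid oxidation (0.28 to 0.66), S phase (0.75 to 1.13), G2/M phase (1.40 to 1.86), the interferon gamma response (-1.67 to -1.28), the inflammatory response (-1.74 to -1.26), M1-associated genes (-2.07 to -1.60), immunosuppressive factors (-1.72 to -1.01), IL-2 and STAT5 targets (-1.91 to -1.51) and KRAS and ERK targets (-1.40 to -1.02). The macrophage and B cell lists against BM B cells did so too.

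For the other 7 lists the cause of a change was not tested. Calls by fry answer another question, since fry sets a list against no change at all, while camera and fgsea set it against the other genes. Oxidative phosphorylation was no longer called in the series' own table (mean 0.16, adjusted p = 0.0590) and with an estimated correlation (0.24, adjusted p = 0.217), nor was the core macrophage list with the latter (-0.47, adjusted p = 0.159). Glycolysis was called lower in the series' own table (-0.26, adjusted p = 0.00746), with the mean over probes (-0.23, adjusted p = 0.0427) and by fry (-0.20, adjusted p = 9e-05). Phagocytosis was called lower by fry (-0.33, adjusted p = 9.59e-10) and fgsea (adjusted p = 0.0457). With median normalization the means of glycolysis (0.16) and phagocytosis (0.02) were above 0, as the median of all genes was (0.35).
TGF-beta signalling was called lower with quantile (-0.31, adjusted p = 0.0435) and median normalization (-0.012, adjusted p = 0.0442), in the series' own table (-0.50, adjusted p = 0.00677), with the filter on all 12 arrays (-0.39, adjusted p = 0.00946) and by fry (-0.37, adjusted p = 3.97e-08).
The M2 list was no longer called in the series' own table (-0.35, adjusted p = 0.151), with the filter on all 12 arrays (-0.08, adjusted p = 0.337), with slide (-0.90, adjusted p = 0.0609) or replicate number (-0.99, adjusted p = 0.0516) as a block, with an estimated correlation (adjusted p = 0.0816), by fgsea (adjusted p = 0.228) and with unmatched probes (adjusted p = 0.0925). Leaving out 1 array gave means of -1.03 to -0.91 and adjusted p of 0.0285 to 0.0641, with no call without Mo-MF replicate 1 (-0.97) or 2 (-0.98).
The B cell list was called higher with quantile normalization (0.99, adjusted p = 0.0349), no filter on dim probes (0.76, adjusted p = 0.00906), the mean over probes (0.72, adjusted p = 0.0413), slide as a block (0.88, adjusted p = 0.0385), by fry (adjusted p = 2.27e-07) and fgsea (adjusted p = 0.0239) and with unmatched probes (adjusted p = 0.0136). Leaving out 1 array gave means of 0.67 to 0.81 and adjusted p of 0.0404 to 0.115, with a call without B-MF replicate 1 (0.81) or 3 (0.81) or Mo-MF replicate 2 (0.72).

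Of the named genes, those whose sign changed did not pass in the comparison concerned. In B-MF against Mo-MF, Cd68 was at 0.003 with normexp, 0.20 with quantile and 0.35 with median normalization, 0.13 with slide as a block and 0.047 with array weights, and between -0.056 and 0.047 with 1 array left out. Csf1r was at -0.13 in the series' own table, at -0.018 with array weights and between -0.035 and 0.049 with 1 array left out. Cd79a was at -0.077 with normexp, Spint2 at -1.21 with the mean over probes and Rps24 at 0.11 with quantile normalization and 0.14 with slide as a block. With median normalization Il4ra was at 0.23, Egr1 at 0.22, Mrc1 at 0.20 and Rps24 at 0.24. In the same comparison, 15 calls were lost in the same direction: Acsl1, C1qb, Hk2, Runx1 and Slc2a1 with median normalization, Cd19, Cd276, Spib and Tnfrsf13c with normexp, Ndufab1 with slide as a block, and Ndufa4 with quantile normalization, the series' own table, array weights and without B-MF replicate 3 or Mo-MF replicate 2. Against BM B cells, Cebpg was at 0.26 with the filter on all 12 arrays, where another probe is read, and 3 calls were gained, Cd93 with quantile normalization and Itgam and Tnfrsf13b with the mean over probes.

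No effect of pairing by array number was seen: over 18 pairs of arrays with the same number in 2 groups, the correlation of their residuals was -0.09 to 0.09. These values cannot tell whether arrays with the same number share a mouse or a batch. For genes whose signal lies near the local background, the arrays give a bound in place of a fold.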

Differences from the paper's values

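The comparison with other probes of a gene was chosen after the values were seen, and the alternatives in this part were set before the data were examined. The paper's values are log2 fold changes of B-MF against monocyte-derived macrophages, from Supplementary Data 2. Of 44 named genes in that table, 9 differ from it by more than the spread between replicates. The paper gives no normalization or probe choice for the arrays. Its methods name limma, but the table has columns that limma does not write (logCPM and LR), so how its values were made is not known.

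The paper's value for Il4ra, which encodes the IL-4 receptor α chain, is -1.53, against -0.13 here, and no alternative comes within the spread (the mean over the gene's probes gives -0.82), while a second probe of the gene reads -1.51. For Irf7 the paper's value is -2.77, against -2.0 here, for Ly6c1 it is -5.24, against -4.69, for Socs2 it is -5.37, against -5.16, and for Vegfa it is -1.84, against -2.41. For these 4 genes too no alternative comes within the spread. For Oasl1 the paper's value is -2.17, against -2.25 here, and it lies within the spread without B-MF replicate 2 (-2.23) and without Mo-MF replicate 3 (-2.20) and outside it under the other 16 alternatives. For Tnfsf8 the paper's value is -4.36, against -4.61 here, and it lies within the spread with quantile normalization (-4.44) and median normalization (-4.25) and outside it under the other 15 in which the gene was tested.

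Of the 360 genes of the paper's table that were tested, 21 differ by more than 1 log2 unit, and 8 have the other sign here. For 3 of the 21, another probe of the gene on the array lies within 0.1 of the paper's value: Il4ra, given above, and Spint2 and Rps24, chosen after their values were seen. For Spint2 the paper's value is -2.77, against 0.34 here and -2.75 for the other probe, and for Rps24 it is -3.04, against -0.12 here and -3.02 for the other probe. No alternative comes within the spread for either gene, and the mean over probes comes nearest (-1.21 and -0.98).

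The paper names PD-L2, B7-H3, Marco and TGFβ as genes that B-MF upregulate, without naming the assay. Here Pdcd1lg2 (PD-L2) had a log2 fold change of -5.08 and Cd276 (B7-H3) one of -1.87 in B-MF against Mo-MF, and Marco (0.24) and Tgfb1 (0.15) did not pass. The call of Cd276 was lost with normexp background correction. In a figure legend on single cells, the paper names Egr1, Ier3 and Slc40a1 as upregulated in B-MF. On the arrays Slc40a1 was higher (5.26), Ier3 was lower (-1.64, adjusted p = 1.47e-05) and Egr1 did not pass (-0.13, adjusted p = 0.0326). The paper reports higher PD-L1 and CD206 on the surface of B-MF and, in scRNA-seq, higher Mrc1, while on the arrays Cd274 fell by 3.46 and Mrc1 did not pass (-0.15). These are other measures or other samples. It reports that M2 skewing was more pronounced in B-MF. Over the 29 genes of the M2 list, 5 were higher and 9 lower in B-MF, with a mean of -0.99. The lowest and highest mean of the M2 list over 22 alternatives were -1.14 and -0.08, and its call was kept in 13 of them. M1-associated genes were lower in B-MF (mean -1.96), as the paper states. It reports upregulation of phagocytosis genes in B-MF, and higher uptake of apoptotic cells, which the arrays do not measure. Of the 34 genes of that list, 5 were higher and 8 lower, with a mean of -0.33 (adjusted p = 0.274), and the lowest and highest mean over the alternatives were -0.35 and 0.02. It names C1qa and C1qb among lipid and phagocytosis genes of B-MF that are raised in large TAM, and does not claim that they exceed Mo-MF. Both were lower in B-MF than in Mo-MF (-3.41 and -1.18), though far above BM B cells with the other core macrophage genes. For the paper's lipid synthesis, cell cycle, inflammatory and IFNγ response genes, the values here go in the paper's direction (means of 1.85 for cholesterol biosynthesis, 1.50 for G2/M phase and mitosis, -1.72 and -1.63). Oxidative phosphorylation also goes in the paper's direction (mean 0.24), but its call is lost with an estimated correlation (adjusted p = 0.217).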

Other observations

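The tests of slide and of remaining B cells in this part were set before their results were seen, and the fit within 1 slide used for the first was chosen after the data were seen. All values are of B-MF against Mo-MF unless stated otherwise.

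Antigen presentation and the interferon system also set B-MF apart from Mo-MF. These lists share genes with those given at the paper's conclusions (H2-Aa is in the interferon gamma and MHC class II lists), so their calls are not separate findings throughout. Of 11 MHC class II genes, 9 were lower in B-MF and 2 did not pass (mean -2.59, adjusted p = 1.95e-07). H2-Ab1 fell by 3.40 on the log2 scale (standard error 0.06, adjusted p = 8.97e-11), Cd74, the invariant chain, by 3.07 (standard error 0.10, adjusted p = 4.47e-09) and Ciita, the activator of the class, by 2.75 (standard error 0.04, adjusted p = 2.21e-11). Against BM B cells the same class was lower in 10 of 11 cases in B-MF (mean -3.66, adjusted p = 0.000331, and adjusted p = 0.0557 with an estimated correlation). Type I interferon response genes were lower than in Mo-MF in 20 of 27 cases, with Usp18 at -2.23 (standard error 0.07, adjusted p = 2.33e-09) and Irf7 at -2.0 (standard error 0.07, adjusted p = 6.38e-09), and 7 did not pass (mean -1.42, adjusted p = 2.24e-11). Myeloid cytokine receptors were lower in 4 of 11 cases, among them Csf2rb (-1.46), the common chain of the GM-CSF receptor, and Il7r (-1.78), and 7 did not pass (mean -0.90, adjusted p = 0.00250). Of 33 lineage transcription factors, 3 were higher and 5 lower, with Runx1 at -1.11 (standard error 0.04, adjusted p = 1.33e-08), Klf4 at -2.38 and Spib at 1.21 (mean -0.29, adjusted p = 0.0267, and adjusted p = 0.100 with an estimated correlation). Spi1, the master factor of myeloid cells, did not pass (-0.42, standard error 0.11, adjusted p = 0.00732), since its change stayed under the 2-fold minimum.

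Markers of monocytes and of other myeloid cells were lower in B-MF. Of 16 monocyte genes, 7 were lower, with Ly6c2 at -4.73 and Fn1 at -4.20, and 3 were higher, with S100a4 at 1.78 (mean -1.38, adjusted p = 0.00315). The neutrophil list had a mean of -1.49 (adjusted p = 7.91e-05), with Camp at -5.16, the dendritic cell list one of -1.97 (-1.54 with bounds, adjusted p = 6.54e-05), with Itgax at -3.53, and the mast cell and basophil list one of -2.66 (-1.79 with bounds, adjusted p = 0.00127), with Mcpt8 at least 14.8-fold lower. Of 11 osteoclast genes, 6 were lower (mean -1.72, adjusted p = 0.00308), with Dcstamp at least 11.5-fold lower. Of 8 eosinophil genes, 7 were lower and 1 was higher (mean -2.06, adjusted p = 0.0305, and adjusted p = 0.156 with an estimated correlation), but with slide as a block only 2 were lower and none was higher (mean -2.02, adjusted p = 0.0292). Of 6 megakaryocyte genes, 2 were lower (mean -1.04, adjusted p = 0.0485, and adjusted p = 0.156 with an estimated correlation). Hypoxia response genes were lower in 10 of 20 cases, with Vegfa at -2.41, and 1 was higher (mean -0.89, adjusted p = 2.23e-05). Of 21 immediate early genes, 7 were lower and 3 higher, with Egr3 at 2.00 (mean -0.46, adjusted p = 0.00508, and adjusted p = 0.156 with an estimated correlation). The other calls in this paragraph hold with an estimated correlation.

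Lists that did not pass by camera without a block were cholesterol uptake, transport and efflux (6 higher, 6 lower of 20, mean -0.06 and median 0.24, adjusted p = 0.587), pro-B and pre-B cell genes (2 higher, 1 of them not well above background in either cell type, 2 lower of 18, adjusted p = 0.831), plasma cell genes (2 higher, 1 of them not well above background in either cell type, 2 lower of 9, mean -0.14 and median 0.39, adjusted p = 0.618), T cell and NK cell genes (5 lower of 13, 1 of them not well above background in either cell type, adjusted p = 0.399), erythroid genes (2 higher, 1 lower of 8, mean 0.02 and median -0.19, adjusted p = 0.755), carcinoma and epithelial genes (3 lower of 9, adjusted p = 0.0588), fibroblast and endothelial genes (2 higher, 1 lower of 8, adjusted p = 0.831), the unfolded protein response (2 higher, 3 lower of 18, mean -0.07 and median 0.18, adjusted p = 0.359), lysosome genes (1 higher, 1 lower of 32, adjusted p = 0.626), cytosolic ribosomal proteins (0 of 46 changed, 13 higher and 3 lower without a minimum fold, adjusted p = 0.303, but called higher with slide as a block, mean 0.14 and adjusted p = 0.0162) and housekeeping controls (1 higher of 16, the transferrin receptor gene Tfrc at 3.1, adjusted p = 0.576).

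The paper compares B-MF with small and large TAM of another study by name of genes, and their values in B-MF against Mo-MF were as follows. Ldlr, the LDL receptor gene, was higher by 1.35 (standard error 0.05, adjusted p = 6.02e-09), Hmgcr by 1.75 (standard error 0.07, adjusted p = 1.65e-08) and Pltp by 1.39 (standard error 0.13, adjusted p = 9.06e-06). Acat1 (0.51, adjusted p = 8.75e-06) and S100a8 (-0.80, adjusted p = 1.16e-06) stayed under the 2-fold minimum. C1qb fell by 1.18 (standard error 0.08, adjusted p = 1.20e-06), Vcan by 2.72 (standard error 0.07, adjusted p = 1.02e-09) and Thbs1 by 1.83 (standard error 0.08, adjusted p = 2.41e-08).

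B-MF and Mo-MF lay on different slides. If the slide were the cause of their 2440 differences, the fold changes would fall towards 0 with slide as a block and against monocyte-derived cells on the slide of the B-MF arrays. With the block, the fold changes of these genes kept a median of 0.987 of their size (quartiles 0.903 and 1.04), and 1871 of the 2440 were called again. Against the 2 arrays of monocytes in macrophage medium on the slide of B-MF, the median was 0.835 (quartiles 0.474 and 1.20) and 93.2% had the same direction. This comparison reuses the B-MF arrays by which the 2440 genes were called, which favours the same direction. Across these genes the slide difference of the macrophage-medium cells correlated with the fold changes at only 0.117. The block and this correlation rest on 1 contrast, of 1 macrophage-medium array against the other 2, and are not separate evidence. These values argue against the slide as the cause of the differences taken as a set, while a part for single genes stays open, since the block rests on 1 array and the medium differs in the same-slide comparison, and the difference of origin remains among the open explanations.

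B cell genes remained above background in B-MF, and B cells left in the culture were weighed as a candidate source, although B-MF were sort-purified. Unchanged BM B cells would bring their transcripts at 1 ratio. Of 28 abundant B cell genes well above background in B-MF, 23 were so on at least 1 Mo-MF array. Over the other 5, the log2 ratio of B-MF to BM B cells had an interquartile range of 2.42, from -10.91 for Pou2af1 and -9.61 for Cd19 to -7.28 for Tnfrsf13c, -7.19 for Fcmr and -6.92 for Ms4a1, and with bounds for abundant genes not detected the ratio was at most -11.39 for Lef1 and -11.28 for Igll1. These ratios argue against leftover cells like the BM B cells on these arrays as the only source, while B cells at another stage, and transcripts that B-MF keep from their origin, stay open.

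For the other comparisons, 10 splits of 6 arrays into 3 and 3 are too few for a share under 0.05. All but the real split mix both groups, so their low counts follow from any group difference, whatever its cause. The real split of B-MF and Mo-MF gave 2440 genes and the highest of the others 0. For B-MF and BM B cells these were 7141 and 1, and for Mo-MF and BM B cells 7701 and 0.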
